# Aspirin-Triggered Resolvin D1 Reduces Chronic Dust-Induced Lung Pathology without Altering Susceptibility to Dust-Enhanced Carcinogenesis

**DOI:** 10.3390/cancers14081900

**Published:** 2022-04-09

**Authors:** Edward C. Dominguez, Rattapol Phandthong, Matthew Nguyen, Arzu Ulu, Stephanie Guardado, Stefanie Sveiven, Prue Talbot, Tara M. Nordgren

**Keywords:** lung inflammation, lung cancer, omega-3 fatty acids, specialized pro-resolving mediators (SPM), organic dust, epithelial to mesenchymal transition (EMT), fibrosis, therapeutic

## Abstract

**Simple Summary:**

Farm workers are at an increased risk of developing acute and chronic lung inflammatory diseases from their everyday exposure to organic dust. Previous investigations have examined the inflammatory effects in mice from single and repetitive exposure to dust from swine confinement facilities, however, no study has explored these effects in a chronic model. To address this research gap, we established a chronic dust exposure mouse model of lung tumorigenesis that was also used to measure the efficacy of omega-3 fatty acid-derived lipid mediators as therapeutics for mitigating these induced responses. Our results from these investigations are the first to evaluate the chronic inflammatory, and carcinogenic effects of these dusts, as well as identify a potential therapeutic strategy for mitigating the inflammatory effects by using an omega-3 fatty acid-derived bioactive lipid mediator.

**Abstract:**

Lung cancer is the leading cause of cancer-related deaths worldwide, with increased risk being associated with unresolved or chronic inflammation. Agricultural and livestock workers endure significant exposure to agricultural dusts on a routine basis; however, the chronic inflammatory and carcinogenic effects of these dust exposure is unclear. We have developed a chronic dust exposure model of lung carcinogenesis in which mice were intranasally challenged three times a week for 24 weeks, using an aqueous dust extract (HDE) made from dust collected in swine confinement facilities. We also treated mice with the omega-3-fatty acid lipid mediator, aspirin-triggered resolvin D1 (AT-RvD1) to provide a novel therapeutic strategy for mitigating the inflammatory and carcinogenic effects of HDE. Exposure to HDE resulted in significant immune cell influx into the lungs, enhanced lung tumorigenesis, severe tissue pathogenesis, and a pro-inflammatory and carcinogenic gene signature, relative to saline-exposed mice. AT-RvD1 treatment mitigated the dust-induced inflammatory response but did not protect against HDE + NNK-enhanced tumorigenesis. Our data suggest that chronic HDE exposure induces a significant inflammatory and pro-carcinogenic response, whereas treatment with AT-RvD1 dampens the inflammatory responses, providing a strong argument for the therapeutic use of AT-RvD1 to mitigate chronic inflammation.

## 1. Introduction

Chronic, unresolved inflammation can lead to an increased risk for the development of chronic lung diseases including fibrosis, COPD, and cancer [1,2]. Exposure to organic dusts, including those from animal confinement facilities, have been shown to elicit potent lung inflammatory responses in exposed individuals, which are attributed to proteases, fungal and bacterial components, such as lipopolysaccharides (LPS) or endotoxin, that exist within these dusts [3,4,5]. The current literature reports conflicting epidemiological studies examining the association between LPS and cancer, with some studies citing an enhancement effect on tumorigenesis, whereas others report a protective effect against tumorigenesis [6,7,8,9]. Acute and repetitive exposure to organic dusts, specifically extracts from swine confinement facilities (HDE), has been shown to induce a potent inflammatory response that includes increased immune cell influx in the lung, secretion of pro-inflammatory cytokines, and inflammatory lung tissue pathology [10,11]. Despite these findings, the chronic effects of these dusts, including the carcinogenic properties, have yet to be fully investigated. Agricultural and farm workers endure exposure to organic dusts on an everyday basis, and as such, they face an increased risk of developing chronic lung disease [12,13,14,15]. Current preventative measures including the use of masks and respirators are available for these occupational groups; however, the use of this personal protective equipment by these communities is not common [16,17,18]. Moreover, there is a need for innovative and effective therapeutic strategies to mitigate or inhibit dust-induced inflammation.

The resolution of inflammation is a key step in the immunoregulatory process to ensure our bodies avoid unresolved inflammation following acute or chronic injury [19,20]. One such way our bodies support this mechanism is through the metabolism of polyunsaturated fatty acids (PUFAs) including the omega-6 PUFA arachidonic acid (AA), and omega-3 PUFAs docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA). During the initial inflammatory response, AA is enzymatically activated by cyclooxygenase (COX-1 and COX-2) and 5-lipoxygenase (5-LOX) into the pro-inflammatory eicosanoids, prostaglandins, thromboxanes, and leukotrienes [21,22]. During inflammation resolution, there is a lipid mediator class switching mechanism and AA becomes activated by 12-LOX and begins to produce lipoxins, which are a group of specialized pro-resolving mediators (SPMs) that function as biological anti-inflammatory substrates to resolve inflammation cascades and promote a return to tissue homeostasis [23,24]. In addition to lipoxin production, EPA and DHA undergo enzymatic activation by LOX, COX, and cytochrome P450 into SPMs including the maresins, protectins, and resolvins [25,26,27]. SPMs promote the resolution of inflammation by reducing neutrophil influx, increase macrophage recruitment and efferocytosis, and repairing tissue damage at the site of inflammation [19,26,28].

Resolvin D1 and its synthetic epimer, aspirin-triggered resolvin D1 (AT-RvD1), are SPMs that have been shown in the literature to possess anti-inflammatory and anti-tumorigenic attributes [28,29,30]. Previous studies have identified that dietary supplementation with fish oil or omega-3 PUFAs, as well as treatment using SPMs, effectively dampen lung inflammatory responses, and in some studies, they inhibit tumorigenesis [28,31,32,33]. We have previously reported that the use of a DHA-rich diet significantly increases RvD1 levels in the lungs of HDE-exposed mice; however, the use of this SPM or its epimer as a therapeutic strategy for alleviating agricultural organic dust-induced inflammation have yet to be examined [31]. To build upon our previous investigations and assess the carcinogenic effects of HDE, as well as provide a therapeutic strategy for combatting HDE-induced chronic inflammation, we established a chronic dust exposure mouse model of lung carcinogenesis. A/J mice were exposed to HDE for 24 weeks while receiving a weekly i.v. treatment of AT-RvD1. Upon completion of the exposure, we assessed lung tumor burden, tissue histopathology, pathway and gene-expression alterations, and screened for biomarkers related to carcinogenesis and metastasis using the A549 lung adenocarcinoma cell line. Overall, these studies demonstrate the chronic lung inflammatory and carcinogenic properties associated with agricultural organic dust exposure and highlight the use of AT-RvD1 treatment as an effective therapeutic strategy for alleviating dust-induced inflammation.

## 2. Materials and Methods

### 2.1. Chemicals & Reagents

4-(Methylnitrosamino)-1-(3-pyridyl)-1-butanone (NNK) was purchased from Sigma Aldrich (St. Louis, MO, USA). 17(R)-Resolvin D1 (AT-RvD1) was purchased from Cayman Chemicals (Ann Arbor, MI, USA). Interleukin-6 (IL-6), interleukin-10 (IL-10), and transforming growth factor beta-1 (TGFβ-1) Duoset ELISA kits were purchased from R&D Systems (Minneapolis, MN, USA).

### 2.2. Preparation of Hog Dust Extract

Agricultural organic dusts collected from swine confinement facilities were collected and prepared into aqueous extracts (HDE) as previously described [10,31]. In brief, settled dusts were collected off surfaces 1 m off the ground within indoor swine confinement facilities. These dusts were suspended in Hank’s Balanced Salt Solution at a 100 mg/mL concentration. The aqueous mixture was then centrifuged and sterile filtered at 0.22 μm to form a 100% HDE extract (vol/vol) and stored at −20 °C for later use. Using sterile phosphate-buffered saline (PBS), the 100% HDE was diluted to 12.5% HDE for all animal studies, and diluted to 1%, 2.5%, and 5% concentrations in cell culture medium for all cell-culture-related experiments. Characterization of the bacterial components of these dusts have been previously documented [3].

### 2.3. Animal Housing & Care

Male and female A/J mice 8–12 weeks of age were received from The Jackson Laboratory (Bar Harbor, ME, USA) and housed in micro-isolator cages (five per cage) at the University of California, Riverside animal barrier facilities. Mice were allowed unrestricted access to food and water, monitored for any behavioral or physiological changes, and weighed weekly (see Figure S1 for weights at initial and final exposures). All experiments and procedures were approved by the University of California Riverside Institutional Animal Care and Use Committee.

### 2.4. Chronic Dust Exposure Model

This study utilized a newly optimized mouse model of chronic lung disease using long-term exposure to HDE, which was adapted from prior acute and repetitive murine dust exposure models [11,34,35]. We used a total of 20 A/J mice for the preliminary study with 10 of them being HDE-treated and the other 10 saline-treated. Each mouse was lightly anesthetized by isoflurane inhalation prior to receiving a single intranasal challenge of either 50 uL of 12.5% HDE or PBS, thrice weekly for 24 consecutive weeks. To study the tumorigenic potential of the dust in a chronic exposure setting, we used the tobacco-specific carcinogen NNK to induce lung tumorigenesis in the mice. At the start of week 4, we administered a one-time intraperitoneal injection (i.p.) of 100 mg/kg NNK, which has been well-established to generate lung adenomas in A/J mice 21 weeks post-injection [36,37]. Of the 20 exposed mice, 5 HDE-exposed and 5 saline-exposed were administered an i.p. injection of NNK, while the other 5 from each respective group received 1× PBS via i.p. injection as the control. Concluding the 24 weeks of HDE-exposure, mice were euthanized, blood was collected, and bronchoalveolar lavage fluid (BALF) retrieval was performed using three 1 mL washes with sterile saline. Each BALF wash was centrifuged, and the first aliquot was saved for cytokine analyses, while the pelleted cells from the second and third wash were combined with the first wash pellets and used to obtain total and differential immune cell counts (see Figure S2 for immune cell differential example). Counts were determined microscopically on cytocentrifuge slides stained with Diff-Quik (Siemens, Newark, DE, USA). Murine cytokine levels were measured using the cell-free BALF from the first PBS wash using mouse-specific ELISA kits. We examined the levels of IL-6, IL-10, and TGFβ-1 using commercially available kits (Duoset ELISA development kits, R&D Systems). Tumors were counted and excised from the left lungs following collection and half of the left lung was then stored in RNA later (Thermo Fisher, Waltham, MA, USA) for gene expression analyses while the other half was flash frozen in liquid nitrogen and stored at −80 °C for oxylipin analysis (see Figure S3 for representative images of left and right lungs with tumors). Right lungs were inflated in formalin overnight at 25 cm pressure, and visible tumors were counted the next day to achieve total lung tumor counts per mouse.

### 2.5. Lung Histopathology Scoring

Fixed lungs were embedded with paraffin and sectioned at 5 µm in preparation for subsequent staining and histological assessment. Slides were stained with hematoxylin and eosin (H&E; VWR, Radnor, PA, USA) to visualize tumor and inflammatory pathology such as lymphoid aggregate counts, bronchial and vascular inflammation, and alveolar inflammation (see Figure S4 for bronchial/vascular inflammation and goblet cell hyperplasia lung tissue histology). To assess fibrotic changes within the lung tissues, we stained slides with Masson’s Trichrome (IHC World, LLC, Ellicott City, MD, USA). Goblet cell hyperplasia was determined via Alcian blue staining (IHC World, LLC., Ellicott City, MD, USA). Each of these pathological outcomes were determined by blindly scoring each slide and collecting five images, taken at objective of either 10× or 20×, of each sample, which were then assigned an individual score based on disease severity using an Echo Revolve brightfield micro-scope (San Diego, CA, USA). To assess bronchial/vascular inflammation, alveolar inflammation, and goblet cell hyperplasia, we assigned each image a number on a scale of 0 to 5 with 0 depicting no pathology and 5 representing severe pathology. Bronchial and vascular inflammation scoring criteria were determined by increased inflammation and cellularity around the lung airways and vasculature, as well as airway closure due to significant inflammation. Severe alveolar inflammation pathology was depicted by increased cellularity and reduced open area within the alveoli. Our criteria for goblet cell hyperplasia were based on how impacted the major airways were with goblet cells, with a score of 5 representing an airway fully encapsulated with goblet cells. The five images were then averaged to determine the final representative score for that respective sample. Lymphoid aggregate scoring was performed by counting the total number of lymphoid aggregates (assessed at 4× and 10×) and assigning a score of 0–5 based on the number of aggregates formed, with 0 being no aggregates and 5 being 20 or more. We defined a lymphoid aggregate as a collection of 30 or more closely packed lymphocytes. To assess changes in tissue fibrosis, we employed the Ashcroft’s score, which has been well established [38,39]. Ki-67 (1:200; #12202; Cell Signaling Technologies, MA, USA) staining to assess cell proliferation was achieved through immunohistochemistry as recommended by cell-signaling procedures (see Figure S5 for representative images of lung adenomas and lymphoid aggregates expression Ki-67).

### 2.6. AT-RvD1 Treatment Study

We have previously identified that mice fed a DHA-rich diet for 4 weeks prior to receiving a single intranasal dust challenge exhibited significantly elevated levels of the SPM, resolvin D1 (RvD1), compared to dust-exposed mice administered a control diet containing no DHA [31]. To build upon our previous findings, we opted to utilize a synthetic epimer of RvD1, AT-RvD1, as a therapeutic strategy to dampen the lung inflammatory and carcinogenic outcomes identified in the HDE-exposed mice from our 24-week exposure preliminary study. AT-RvD1 carries the same anti-inflammatory and pro-resolving properties as RvD1 but has a one-log order of increased potency and is much more resistant to rapid inactivation by eicosanoid oxido-reductase (EOR), which allows it to have a longer bioactive repair process [22,40]. We utilized the same 24-week exposure model as mentioned previously; however, this time incorporated a once weekly treatment of 500 ng AT-RvD1 administered by intravenous tail injection (i.v.) beginning at the start of week 4 and ending on week 24. The AT-RvD1 was prepared into 500 ng/100 µL solution using a 100 ng/µL stock solution purchased from Cayman Chemicals (Ann Arbor, MI, USA). The control mice received 5 µL of ethanol in 95 µL of sterile saline. The dosing and frequency of administration were adapted from previous studies [29,30,41]. Other than treatment with AT-RvD1, all animal handling procedures, dosing strategies, and major outcomes were the same in this study as in the initial chronic exposure study mentioned previously, thus all data presented here will be the combination of both experimental studies. These studies were performed using male and female A/J mice which comprised 8 experimental groups: saline only, *n* = 10; HDE only, *n* = 10; saline + NNK, *n* = 9; HDE + NNK, *n* = 9; saline + AT-RvD1, *n* = 8; HDE + AT-RvD1, *n* = 6; saline + NNK + AT-RvD1, *n* = 7; and HDE + NNK + AT-RvD1, *n* = 6.

### 2.7. Oxylipin Analysis

Frozen left lung tissues were thawed and weighed, then 10 µL of antioxidant solution (0.2 mg/mL of Butylated hydroxytoluene (BHT) and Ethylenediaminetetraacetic acid (EDTA), 10 µL of internal standard mix, and 400 µL of ice-cold methanol containing 0.1% of acetic acid, were added onto the tissue samples in preparation of oxylipin analysis, as previously reported [42]. In brief, tissues were homogenized then centrifuged to retrieve the supernatant while the remaining pellets were washed with 100 µL of ice-cold methanol with 0.1% of acetic acid and 0.1% of BHT and centrifuged. The supernatants of each sample were diluted with 2 mL of H_2_O and loaded onto Oasis-HLB cartridges (Waters Corp., Milford, MA, USA) to be processed via solid-phase extraction (SPE). The cartridges (30 mg/30 μm) were washed with ethyl acetate (1 mL), methanol (2 × 1 mL), and 95:5 *v/v* water/methanol with 0.1% acetic acid (1 mL). The extracted supernatant was loaded on the cartridge and washed twice with 20% methanol. The cartridges were dried under vacuum and analytes were eluted from SPE cartridges into tubes with 250 μL of methanol followed by 1 mL of ethyl acetate into 2 mL tubes containing 6 μL of 30% glycerol in MeOH as a trap solution. The eluted fraction was dried under nitrogen and the residues reconstituted in 70 μL of methanol containing 20 nM 1-cyclohexyluriedo-3-dodecanoic acid (CUDA). Samples were vortexed for 5 min, then transferred to autosampler vials and stored at −20 °C until analysis. Following SPE, targeted oxylipin estimation was performed using a QQQ XEVO TQ-XS (Waters Corp., Milford, MA, USA) at the UC Riverside Metabolomics Core. The liquid chromatography–mass spectrometry (LC–MS) autosampler was maintained at 4 °C prior to analysis. For oxylipins analysis, injection volume of 3 μL of the extract was used. The separation was performed on the Ascentis Express column (2.1 × 150 mm, 2.7 μm particles; Sigma-Aldrich Supelco, St. Louis, MO, USA). The flow rate was maintained at 0.35 mL/min at 40 °C. Solvent A consisted of water with 0.1% acetic acid while solvent B was comprised of 90:10 *v/v* acetonitrile/isopropanol. The gradient separation method was used as follows: 26 min (0–3.5 min from 15% B to 33% B; 3.5–5.5 min B to 38%, 5–7 min to 42% B; 7–9 min to 48% B; 9–15 min to 65% B; 15–17 min to 75% B; 17–18.5 min to 85% B; 18.5–19.5 min to 95% B; from 19.5 to 21 min to 15% B, 21–26 min 15% B). The MS data was acquired on multiple reaction monitoring (MRM) mode. The electrospray ionization was performed in negative ion mode. The source and desolvation temperatures were maintained at 150 °C and 500 °C, respectively. Desolvation gas was set to 1000 L/h and cone gas to 150 L/hr and the collision gas was set to 0.15 mL/min. All gases used were nitrogen, other than the collision gas which was argon. The capillary voltage was 1 kV. Samples were normalized for relative abundance against the internal standards, while normalization for absolute quantification was performed in relation to the mg of lung tissue used from each sample. Data processing (peak integration) was performed with Skyline software (Herndon, VA, USA).

### 2.8. NanoString Gene Expression Anlyses

Of the 65 total mice used in these studies, 24 left lung tissues were randomly selected among the saline-only, HDE-only, saline + NNK, and HDE + NNK-exposed groups, for transcript and pathway gene expression analyses using the NanoString platform. Left lung tissues were homogenized and RNA was extracted using the PureLink RNA Mini Kit (Invitrogen, Carlsbad, CA, USA) and sample quality was quantified using the NanoDrop ND-100 (NanoDrop Technologies, Inc, Wilmington, DE, USA) and an Agilent 2100 Bioanalyzer (UC Riverside Core Facilities, Agilent Technologies, Santa Clara, CA, USA). We utilized the mouse PanCancer Immune Profiling Panel (NanoString Technologies, Seattle, WA, USA) codeset which is a pre-designed panel containing 770 target genes related to immune response and carcinogenesis. Sample preparation was performed by mixing 50 ng of total RNA with the codeset and reporter probes and hybridizing the mixture for 16 h to form the desired target-probe complex. The hybridized complex was then plated and run on an nCounter Sprint profiler to image and quantify the data. Following sample processing, the data were downloaded and analyzed using the nSolver software (version 4.0, NanoString Technologies, Seattle, WA, USA). Manual normalization of the expression data was performed using the geometric mean of the housekeeping genes *EEF1G*, *OAZ1*, *RPL19*, and *SDHA*. Proceeding sample normalization, 21 of the 24 samples passed the normalization parameters and were deemed viable for subsequent analyses. The samples breakdown are as follows: 6 saline-only, 4 HDE-only, 6 saline + NNK, and 5 HDE + NNK. Protein–protein interactions of differentially expressed genes were examined using the STRING database. NanoString data are deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE200451 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200451, accessed on 29 December 2021).

### 2.9. Culturing of A549 Lung Cells

Human lung adenocarcinoma-derived A549 (CCL-185) cells (ATCC, Manassas, VA USA) were grown on non-coated T-75 flasks and cultured using ATCC F-12 K medium with 10% fetal bovine serum and 1% penicillin-streptomycin in 5% CO_2_ at 37 °C. Cells were grown until at least 75% confluency, then passaged using TrypLE Express (Thermo Fisher, Waltham, MA, USA). For all HDE exposure studies, cells were seeded then treated 24 h later with either 0%, 1%, 2.5%, or 5% (vol/vol) HDE for 48 h. All preventative studies required that cells be pre-treated for 1 h using 1 ng/mL, 10 ng/mL, 20 ng/mL or 100 ng/mL of AT-RvD1 24 h after seeding, then immediately treated with 5% HDE for 48 h. Dosing strategies for all HDE and AT-RvD1 experiments were determined based on investigations from previous in vitro studies [43,44,45].

### 2.10. Western Blotting

Cell lysates were harvested from A549 cells, and proteins were resolved by SDS-PAGE and electro transferred to PVDF membranes where primary antibodies against E-cadherin (1:2000; #610181, BD Biosciences, San Jose, CA, USA), N-cadherin (1:1000; #610921, BD Biosciences, USA), and vimentin (1:500; sc-6260, Santa Cruz Biotechnology, Dallas, TX, USA) were used. Corresponding secondary horseradish peroxidase-conjugated antibodies (1:2000; Santa Cruz Biotechnology, Dallas, TX, USA) were used to detect primary antibodies on the membrane. Membranes were developed using BioRad Clarity Western ECL Substrate reagent in BioRad ChemiDoc imaging system (BioRad, Carlbad CA, USA). Protein levels were quantified by densitometry using Fiji open-source software (Image J version 1.52p; National Institutes of Health, Bethesda, MD, USA). Whole blots can be found in the Supplementary Materials (Figure S6).

### 2.11. Bioinformatics Data Processing and Analyses

A549 cells underwent live cell imaging using a BioStation CT incubator (Nikon Instruments, Tokyo, Japan) for 48 h after being treated with HDE. We used CL-Quant (DR Vision, Seattle, WA, USA) and CellProfiler (open-source; Broad Institute, MA, USA) software, to process BioStation captured images, and MATLAB (MathWorks Natick, MA, USA) machine learning algorithm to classify cell morphology [44,46]. The time-lapse images were captured in phase contrast every 15 min for 48 h. Time-lapse images were imported into CL-Quant to segment individual cells and to process phase contrast images into binary images of cells’ silhouette. Following segmentation, binary images were imported into CellProfiler which assigned object numbers to each cell and extracted morphological features from these cells. We imported these data into MATLAB and used 11 morphological features (area, major axis length, minor axis length, maximum radius, median radius, perimeter, and numbers of nearby cells) to develop a machine learning library consisting of 300 total sampled cells. The machine learning algorithm used the training library to automatically categorize cells into cobblestone (standard A549 morphology) or elongated (mesenchymal-shaped). This library allows for a non-biased determination of cellular morphology with 97% accuracy in detection of each of the morphology classes. Total number of cells in each image was used to normalize the two categories. All data presented underwent automatic morphology classification using a combination of these softwares.

### 2.12. Statistical Analyses

All statistical analyses and graphing were performed using GraphPad Prism Software (Version 9.3.1; San Diego, CA, USA). Data are reported as the mean ± standard error of the mean for all graphs and figures. All statistical calculations performed for animal data are depicted using either two- or three-way ANOVA with Tukey’s post hoc test for multiple comparisons between the groups. Significance for all reported data was set at *p* ≤ 0.05. On all appropriate graphs, the # symbol is used to indicate significant differences in post hoc comparisons between the AT-RvD1 and non-AT-RvD1-treated groups. The * symbol is used to indicate significant post hoc differences between saline and HDE-exposed mice within each respective NNK-exposed group. All data presented underwent a Grubb’s outlier test to exclude statistical outliers. Western blot data are presented in relation to the 0% HDE-control group and t-tests using hypothetical value of 1 were used to measure significant fold change relative to normalized 0% HDE-control group. Cell morphology changes are analyzed with one-way ANOVA with Dunnett’s post hoc test. Manual sample QC and normalization for the NanoString gene expression panels was accomplished by eliminating gene probes with less than 87 counts from the data set. The threshold count was determined through background subtraction (mean +/− two standard deviations of negative controls) to screen for biological or technical variation within the sample sets without bias. All differentially expressed genes were assessed using raw *p*-values. Subsequent clustering figures were produced using nCounter Analysis and Advanced Analysis packages in nSolver 4.0 (NanoString Technologies, Seattle, WA, USA).

## 3. Results

### 3.1. AT-RvD1 Reduces Cellular Recruitment into the Airways of Dust-Exposed Mice

Our previous single and repetitive (15 instillations over 3 weeks) HDE-exposure studies have shown that HDE exposure elicits a significant increase in total and immune cell recruitment into the airways of mice [32,34]. No study has yet investigated the chronic impact of agricultural dust exposure in mice and thus, this study sought to address that gap in knowledge by examining the effects of 24 weeks of HDE exposure. Moreover, we have previously identified that both the supplemented use of a DHA-rich diet or administration of omega-3 derived SPMs to mice, dampened the dust-induced lung inflammatory response within both our single and repetitive dust exposure mouse models [31,32,34,47]. To build on our previous investigations, we opted to administer 500 ng via tail i.v. of the SPM AT-RvD1 once weekly for 21 weeks as a therapeutic strategy to mitigate lung inflammation and carcinogenesis associated with 24 weeks of HDE exposure in A/J mice (Figure 1).

We found that chronic HDE exposure, independent of NNK administration, had a significant (*p* < 0.0001) effect on total cell influx into the lung airways of mice (Figure 2A). This effect of HDE was also seen with macrophage (Figure 2B), neutrophil (Figure 2C), lymphocyte (Figure 2D), and eosinophil (Figure 2E) recruitment into the lung airways. We also saw a significant main effect of AT-RvD1 treatment within neutrophil (Figure 2C; *p* < 0.0001), lymphocyte (Figure 2D; *p* = 0.008), and eosinophil (Figure 2E; *p* = 0.0002) immune cells in the BALF. Interestingly, HDE-exposed mice treated with AT-RvD1 had significantly reduced levels of neutrophils in the BALF compared to HDE only (Figure 2C; *p* = 0.0003) and HDE + NNK-exposed mice (Figure 2C; *p* < 0.0001). Further assessment identified significant reductions in lymphocyte recruitment in HDE + NNK + AT-RvD1-exposed mice (Figure 2D; *p* = 0.007), compared to HDE + NNK-exposed mice. We also identified significant reductions in eosinophil cell influx into the lungs of HDE + AT-RvD1-exposed (Figure 2E; *p* = 0.01) and HDE + NNK + AT-RvD1-exposed mice (Figure 2E; *p* = 0.002), compared to their HDE-counterparts.

HDE exposure has been well characterized to elicit a potent pro-inflammatory response that includes the secretion of pro-inflammatory cytokines into the lung airways of exposed mice [4,48]. Alternatively, omega-3 fatty acids and their respective SPMs are known to be anti-inflammatory and thus drive an increased release of related anti-inflammatory and pro-resolving cytokines [49,50,51]. We observed a significant main effect of HDE for the secretion the pro-inflammatory cytokine IL-6 (Figure 3A; *p* = 0.01), anti-inflammatory cytokine IL-10 (Figure 3B; *p* = 0.01), and pro-EMT cytokine TGFβ-1 (Figure 3C; *p* = 0.001), in the BALF of exposed mice. We found a significant main effect of AT-RvD1 treatment and increased levels of BALF IL-10 (Figure 3C; *p* = 0.05) detected in exposed mice. Post hoc comparisons within TGFβ-1 BALF levels identified a significant increase in the HDE-exposed mice compared to the saline control mice (Figure 3B; *p* = 0.001).

### 3.2. Fatty Acid Levels in Murine Lung Tissues

Left lung tissues were harvested and used for oxylipin analysis using a pre-designed panel of fatty acids and oxylipins, such as eicosanoids and SPMs. Lung tissue samples were processed using Triple Quadrupole LC-MS following 24 weeks of exposure to HDE. Samples were normalized to relative and absolute quantification using the Skyline data processing software (Herndon, VA, USA). All oxylipins presented in Figure 4 had a significant main effect of HDE (*p* < 0.05) for relative abundance in the lung tissues, while prostaglandin D_2_ (PGD_2_) and resolvin E1 (RvE1) also had a main effect of NNK (Figure 4B; *p* = 0.02 and Figure 4H; *p* = 0.006), respectively. There was a significant main effect of AT-RvD1 for relative abundance of prostaglandin F1 alpha (PGF1a; Figure 4C; *p* = 0.009), prostaglandin F2 alpha (PGF2a; Figure 4D; *p* = 0.02), and RvE1 (Figure 4H; *p* = 0.004) in the lungs of exposed mice. Levels of PGD_2_ were significantly elevated in HDE (*p* < 0.0001) and HDE + AT-RvD1 (*p* = 0.0005) samples, compared to the saline control. We also identified a significant increase in PGD_2_ levels in HDE + AT-RvD1 exposed mice (*p* = 0.006) versus the saline + AT-RvD1-exposed group (Figure 4A). Relative abundance of prostaglandin E_2_ (PGE_2_) was significantly greater in HDE (*p* = 0.0002) and HDE + NNK (*p* = 0.03)-exposed mice, compared to their respective saline controls (Figure 4B). Post hoc comparisons did identify a significant increase in PGE_2_ levels within the HDE + AT-RvD1-exposed mice when compared to saline-exposed (*p* = 0.003) and saline + AT-RvD1-exposed (*p* = 0.02) (Figure 4B). Thromboxane B_2_ (TXB_2_) was elevated in HDE (*p* = 0.0007) and HDE + NNK (*p* = 0.008), compared to their respective saline controls (Figure 4E). We also saw an increase in TXB_2_ among HDE + AT-RvD1 (*p* = 0.01) versus saline-exposed samples (Figure 4E). The SPM, resolvin E1 (RvE1) was significantly elevated in HDE + AT-RvD1 compared to all other experimental groups (Figure 4H). NNK-exposed mice had reduced abundance of these oxylipins compared to those not administered NNK; however, this trend was not significant. Levels of PGD_2_, PGE_2_, PGF_2a_, TXB_2_, and LXA_4_ were all above the limit of detection when normalized for absolute quantification in mg of tissue.

### 3.3. Chronic Dust Exposure Enhances Lung Tumorigenesis in Mice

Male and female A/J mice aged 8–12 weeks were intranasally challenged with 50 µL of 12.5% HDE three times a week for 24 weeks. To induce lung tumorigenesis, we performed a one-time 100 mg/kg i.p. injection of the tobacco-derived carcinogen, NNK, at the start of week 4. Treatment was performed using a once-weekly 500 ng tail vein injection of AT-RvD1 beginning at the start of week 4 and extending until the end of the 24 weeks of HDE exposure. At the conclusion of the 24 weeks, mice were euthanized, and total tumor counts were assessed by combining counts from each lung. Tumors were determined to be lung adenomas through histopathological assessment. Tumor incidence and mean counts for each experimental group can be seen in Table 1.

We identified two main significant effects for tumor formation including main effects of NNK (*p* < 0.0001) and HDE (*p* = 0.001) (Figure 5). There was also a significant interaction for lung tumor formation between HDE and NNK (*p* = 0.003). Mice exposed to HDE + NNK, had significantly elevated tumors (*p* = 0.02) compared to the saline + NNK control for tumorigenesis. HDE + NNK-exposed mice treated with AT-RvD1, had significantly greater lung tumors (*p* = 0.002), compared to the baseline saline + NNK-exposed mice. HDE-exposed mice had significantly less tumors than HDE + NNK (*p* < 0.0001), saline + NNK + AT-RvD1 (*p* = 0.005), and HDE + NNK + AT-RvD1 (*p* < 0.0001)-exposed mice. There was no significance between HDE and saline + NNK-exposed mice.

### 3.4. AT-RvD1 Alters Dust-Induced Lung Histopathology Outcomes

Blinded scoring was performed to evaluate the lung tissues for histopathological outcomes including lymphoid aggregates, bronchial and vascular inflammation, goblet cell hyperplasia, alveolar inflammation, and tissue fibrosis (Figure 6). We observed a significant main effect of HDE exposure (*p* < 0.0001) for each of these outcomes of interest, and a main effect of AT-RvD1 treatment for alveolar inflammation (Figure 6D,F; *p* < 0.0001) and tissue fibrosis (Figure 6E,G; *p* = 0.0004), with each parameter exhibiting significant upregulation in HDE exposed mice vs. saline-treated mice (*p* < 0.05 for all features). Alveolar cell hyperplasia (Figure 6D,F) was significantly elevated within HDE-exposed (*p* = 0.01) and HDE + NNK-exposed (*p* < 0.0001) mice, compared to mice treated in the respective saline conditions. In HDE + NNK-exposed mice treated with AT-RvD1, alveolar hyperplasia was significantly worse (Figure 6D,F; *p* = 0.03) compared to saline + NNK-exposed mice treated with AT-RvD1. We did identify that HDE + NNK-exposed mice had significantly greater (*p* = 0.03) alveolar inflammation and cellularity compared to the HDE-only condition. HDE-exposed mice treated with AT-RvD1 did experience reduced inflammation and cellular influx in the alveolar space compared to the non-AT-RvD1-treated mice, with significance being greater in NNK-treated (*p* = 0.0005) than non NNK-treated groups (*p* = 0.01). Severe tissue fibrosis (Figure 6E,G) was observed in HDE-exposed mice compared to in those in the saline conditions within the no NNK (*p* = 0.002) and NNK-treated conditions (*p* = 0.003). Increased fibrotic changes were also identified in HDE + NNK + AT-RvD1-exposed mice compared to the saline + NNK + AT-RvD1-group (Figure 6E,G; *p* = 0.008). Ki-67 IHC staining showed expression within lymphoid aggregates of HDE-exposed mice and within lung adenomas of NNK-administered mice (Figure S5).

### 3.5. HDE Drives Increased Inflammation- and Cancer-Related Gene Expression

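Lung RNA came from 21 male and female A/J mice, an inbred strain prone to lung tumors. They had received 50 µL of saline or of 12.5% HDE intranasally 3 times a week for 24 weeks. HDE is a sterile-filtered aqueous extract of dust from swine confinement buildings. Some of the mice had also been given 100 mg/kg of NNK, a nitrosamine carcinogen of tobacco, in week 4. There were 6 mice with saline only, 4 with HDE only, 6 with saline + NNK and 5 with HDE + NNK, each library from its own animal. According to the paper, lavage fluid was taken before the left lung was collected. Cells of the airspaces may thus be partly missing from this RNA. The nCounter system binds a pair of probes to each transcript and counts color-coded molecules without amplification. The panel held 784 probes, of which 750 were for genes of immunity and cancer, 20 for housekeeping genes, 8 for negative and 6 for positive controls. The authors hybridized 50 ng of total RNA per mouse and counted it on a Sprint profiler. They deposited raw counts, and a further table of the same counts in which every gene value under 87 was raised to 87. Total gene counts were 174604 to 493890 (median 302975) with saline only, 180995 to 529829 (median 253838) with HDE only, 309248 to 524127 (median 371900) with saline + NNK and 319933 to 452430 (median 356857) with HDE + NNK. Negative controls read 2 to 40 counts. The libraries were read in 2 runs that differ in their date and sample codes. The paper combines a first experiment with a later one, in which control mice received ethanol in saline intravenously. It does not say which mice were read in which run, so runs may also differ in animals and handling. Run 1 held 2 saline only, 2 HDE only, 4 saline + NNK and 4 HDE + NNK libraries, and run 2 held 4, 2, 2 and 1. Saline-exposed mice were 8 females and 4 males, and HDE-exposed mice 4 females and 5 males. Sex is given only with the further table, whose groups come in the same order as those of the raw counts. If libraries share that order, the HDE libraries of run 2 were all from males and its saline libraries all from females. Run 2 would then not separate HDE from sex. That order was not checked library by library. Here each library was scaled, as in the paper, by the geometric mean of 4 housekeeping genes. These were Eef1g, a translation elongation factor, Oaz1, a regulator of polyamine synthesis, Rpl19, a ribosomal protein, and Sdha, a mitochondrial dehydrogenase subunit. Their mean ran from 715 to 2086 counts with saline only and 496 to 1510 with HDE only. It ran from 1243 to 2283 with saline + NNK and 922 to 1311 with HDE + NNK. Deposited values without scaling keep this difference. In them the median log2 fold change of the 15 other housekeeping genes tested was -0.42, against 0.04 after scaling. A change below 0 in the unscaled values may thus reflect this difference alone. Of 770 genes, the 388 besides these 4 with a mean raw count of at least 87, the minimum the authors used, were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The model fitted 4 group means, and the HDE effect was the average of the effects without and with NNK. Changes are log2 fold changes of HDE-exposed over saline-exposed mice unless stated otherwise, and genes are named as on the panel. The scaling, the count minimum and the run could each move these numbers, and values under other settings are given where they changed a result.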

Transcript and pathway-level gene expression changes were assessed in the lungs of HDE- versus saline-exposed mice using the NanoString mouse PanCancer Immune Profiling Panel. We performed an advanced analysis of the 21-sample data set including six saline-only, four HDE-only, six saline + NNK, and five HDE + NNK-exposed samples, using the nSolver software. Following sample normalization, we performed a principal component analysis (Figure 7A) which showed a clear separation of HDE and saline samples, as well as clustering being driven by HDE exposure, not NNK. Furthermore, the advanced analysis identified 129 differentially expressed (*p* ≤ 0.05) genes between the HDE and the saline samples sets (Figure 7B), and three differentially expressed genes between the HDE vs. HDE + NNK-exposed mice (Figure 7C).

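Along the first principal component of log2 normalized counts, HDE-exposed lungs scored 7.75 ± 3.88 (SD, n = 9) and saline-exposed lungs -5.81 ± 1.48 (SD, n = 12). This component held 61.3% of the variance of the 388 genes, and all 9 HDE libraries lay above all 12 saline libraries. Saline libraries ran from -8.29 to -3.09. An HDE only library of run 2 (lane 12) stood nearest to them at -0.56, followed by an HDE + NNK library of run 1 (lane 11) at 3.85. Mice given NNK scored 0.74 ± 7.48 (SD, n = 11) and mice without NNK -0.82 ± 7.59 (SD, n = 10). On the second component, which held 15.4% of the variance, these groups scored 0.95 ± 3.80 and -1.04 ± 3.47. The difference of 13.6 between HDE and saline had an exact permutation p of 3.4e-06 (two-sided), the smallest that the 293930 relabellings can give. For NNK the permutation p was 0.63 on the first and 0.23 on the second component. Within run 1 the HDE difference was 14.0 (exact permutation p = 0.0022, 6 against 6 libraries), and within run 2 it was 13.3 (exact permutation p = 0.012, 3 against 6 libraries). By the order of the labels, the difference within run 2 may also be one between males and females. On the deposited counts with the floor of 87 and without scaling, the difference was -6.61 (exact permutation p = 0.078), each component being signed to rise with the mean of all genes.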

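The chemokines Ccl8 and Ccl11 and receptors of myeloid cells were among the genes that rose in HDE-exposed lungs, and Marco and genes of endothelium among those that fell. Of the 388 genes, 153 were higher and 39 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The largest rise was in Ccl8, a chemoattractant of monocytes and eosinophils, at 1526 ± 652 normalized counts (SD, n = 9) in HDE-exposed and 112 ± 54.4 (SD, n = 12) in saline-exposed mice, a log2 fold change of 3.79 (standard error 0.28, adjusted p = 1.0e-09 from the same test). Ccl11 (eotaxin-1), which draws eosinophils, rose by 2.86 (standard error 0.15, adjusted p = 2.4e-12 from the same test). Both genes were above all 12 saline libraries in 9 of 9 HDE libraries. Genes of myeloid cells rose too. Fcgr2b, the inhibitory IgG receptor, rose by 2.37 (standard error 0.20, adjusted p = 3.5e-09) and Trem2, a lipid receptor of macrophages, by 2.20 (standard error 0.25, adjusted p = 1.8e-07). C3ar1, the receptor for complement fragment C3a, rose by 2.01 (standard error 0.17, adjusted p = 3.5e-09), Ctss, a lysosomal protease, by 1.99 (standard error 0.20, adjusted p = 3.6e-08) and Cd200r1, an inhibitory receptor of myeloid cells, by 1.95 (standard error 0.22, adjusted p = 1.5e-07). Of the 16 genes whose labels are legible in Fig. 7B, 15 were tested and all 15 rose, the most in Fcgr2b. They include the monocyte and macrophage genes Cybb (1.66), Lgals3 (1.52), Fcer1g (1.15), Emr1 (1.13) and Clec4n (0.93). Marco, a scavenger receptor of alveolar macrophages, fell by the largest amount, with a log2 fold change of -1.16 (standard error 0.22, adjusted p = 0.00015 from the same test). Its mean normalized count lay under 87 in HDE only lungs and above 87 with HDE + NNK. The lungs had been lavaged, so its fall need not describe all alveolar macrophages. Lyve1, the hyaluronan receptor of lymphatic endothelium, had -0.90 (standard error 0.20, adjusted p = 0.00059), and Dll4, a Notch ligand of endothelium, -0.68 (standard error 0.14, adjusted p = 0.00045). Eng, a TGF-β co-receptor of endothelium, had -0.64 (standard error 0.14, adjusted p = 0.00078) and Tgfb2, a TGF-β ligand, -0.62 (standard error 0.14, adjusted p = 0.00057). Mill2, an MHC class I-like gene, had -0.61 (standard error 0.12, adjusted p = 0.00024). Ccl5, a chemokine of T cells, had -0.62 (standard error 0.25, adjusted p = 0.046), a call kept in only 9 of the 21 fits that left out 1 library. At an unadjusted p of at most 0.05, 163 genes were higher and 47 lower. Without NNK 117 were higher and 17 lower at the adjusted threshold, and with NNK 116 and 22. Of these, 100 were higher and 12 lower in both, where independent lists of these sizes would share 35.0 and 0.964. The 2 comparisons share no library, but both came from 1 fit with a common estimate of each gene's spread. The lists are thus not fully independent, and the shared numbers expected are a rough guide. For HDE + NNK against HDE only, saline + NNK against saline only, all NNK against all without, and the HDE by NNK interaction, edgeR's quasi-likelihood test called 0 genes (8, 4, 9 and 4 at an unadjusted p under 0.05), as did DESeq2 and limma. Run 1 and run 2 alone gave changes of 3.69 and 4.04 for Ccl8, 2.34 and 2.05 for Trem2 and -0.96 and -1.44 for Marco. Within run 1 there were 161 higher and 18 lower genes and in run 2 alone, where HDE + NNK is 1 library, 91 and 54. With run as a term in the model the numbers were 153 and 49. Of the 192 genes, 192 moved the same way in run 1 and 185 in run 2. They had been called on both runs together, so this agreement is partly fixed in advance and is no replication. Without the HDE only library of run 2 lane 12 and the saline only library of run 2 lane 3, which carried an instrument quality mark, 165 were higher and 33 lower. The balance of rises and falls depended on the scaling. Rises made up 79.7% of the changed genes here and 52.0% after TMM, 51.5% in DESeq2, 65.2% with all panel housekeeping genes, 72.0% after background subtraction and 28.4% in the unscaled deposited values. The median log2 fold change of all 388 genes was 0.15 here, -0.04 after TMM, -0.04 in DESeq2, 0.06 with all housekeeping genes and -0.34 in the unscaled values. Of the 153 rises, 117, 120, 137 and 50 were also called after TMM, in DESeq2, with all housekeeping genes and in the unscaled values. All 39 falls were also called under these 4 settings, in which the median lay lower, but 36 were after background subtraction, 28 with 87 counts in every sample, 29 in run 2 alone and 16 in run 1 alone. On the counts with the floor of 87, 31 were called, and 27 with sex or the replicate number as a further term.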

Using the STRING database, we input the 129 differentially expressed genes and identified significant protein–protein interactions (*p* < 1.0 × 10^−16^) for these genes. In-depth investigations into the interactions of these 129 differentially expressed genes were performed, and we identified sub-sets of these genes related to immune cell interactions, with an emphasis on macrophage functions (Table 2) and cancer progression (Table 3) among the HDE vs. saline sample sets. 

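In HDE-exposed lungs 16 genes of Table 2 rose. Of the 11 genes of Table 3, 7 rose, 2 fell and 2, Cd9 and Cdh1, did not pass (8 and 3 when adjusted over the list alone). The authors chose both lists on these libraries, so their counts are not independent evidence of a direction. Among the immune genes, the chemokine Ccl6 had a log2 fold change of 2.12 (standard error 0.18, adjusted p = 3.5e-09 from edgeR's quasi-likelihood test) and Ccl9, another chemokine of myeloid cells, 1.71 (standard error 0.15, adjusted p = 3.5e-09). Lcn2, an iron-sequestering protein of epithelium and neutrophils, rose by 2.08 (standard error 0.18, adjusted p = 4.9e-09). The β-glucan receptor Clec7a rose by 1.93 (standard error 0.20, adjusted p = 3.6e-08), the lipopolysaccharide co-receptor Cd14 by 1.51 (standard error 0.16, adjusted p = 6.1e-08), and Cd84, an adhesion receptor of leukocytes, by 1.55 (standard error 0.15, adjusted p = 3.2e-08). Cd68, a lysosomal glycoprotein of macrophages, rose by 1.27 (standard error 0.17, adjusted p = 1.4e-06). Smaller rises were found for Il13ra1, a chain of the IL-13 receptor, at 0.44, for Tlr4, the endotoxin receptor, at 0.44 and for the cytokine receptor kinase Jak2 at 0.30, all 3 of them below 0 in the unscaled deposited values. After TMM scaling Tlr4 (0.26, adjusted p = 0.056) and Jak2 (0.12, adjusted p = 0.14) no longer passed edgeR's test. Among the cancer genes, Cd274 (PD-L1), a ligand that restrains T cells, rose by 0.90 (standard error 0.15, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test), and Lamp1, a lysosomal membrane protein, by 0.32 (standard error 0.07, adjusted p = 0.00025). Vegfa, a growth factor of blood vessels, fell with -0.73 (standard error 0.13, adjusted p = 4.5e-05) and Kdr, its endothelial receptor, with -0.67 (standard error 0.12, adjusted p = 8.9e-05). Each lay below all saline libraries in 8 of 9 HDE libraries. Cd9, a tetraspanin, had 0.19 (standard error 0.09, adjusted p = 0.078 from edgeR's quasi-likelihood test), and passed, with 0.25 (adjusted p = 0.0035), without the HDE + NNK library of run 1 lane 11. In run 1 and run 2, the log2 fold changes were 2.08 and 2.24 for Ccl6, 1.93 and 2.38 for Lcn2, -0.68 and -0.97 for Vegfa and -0.67 and -0.83 for Kdr.

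**Figure D1:**
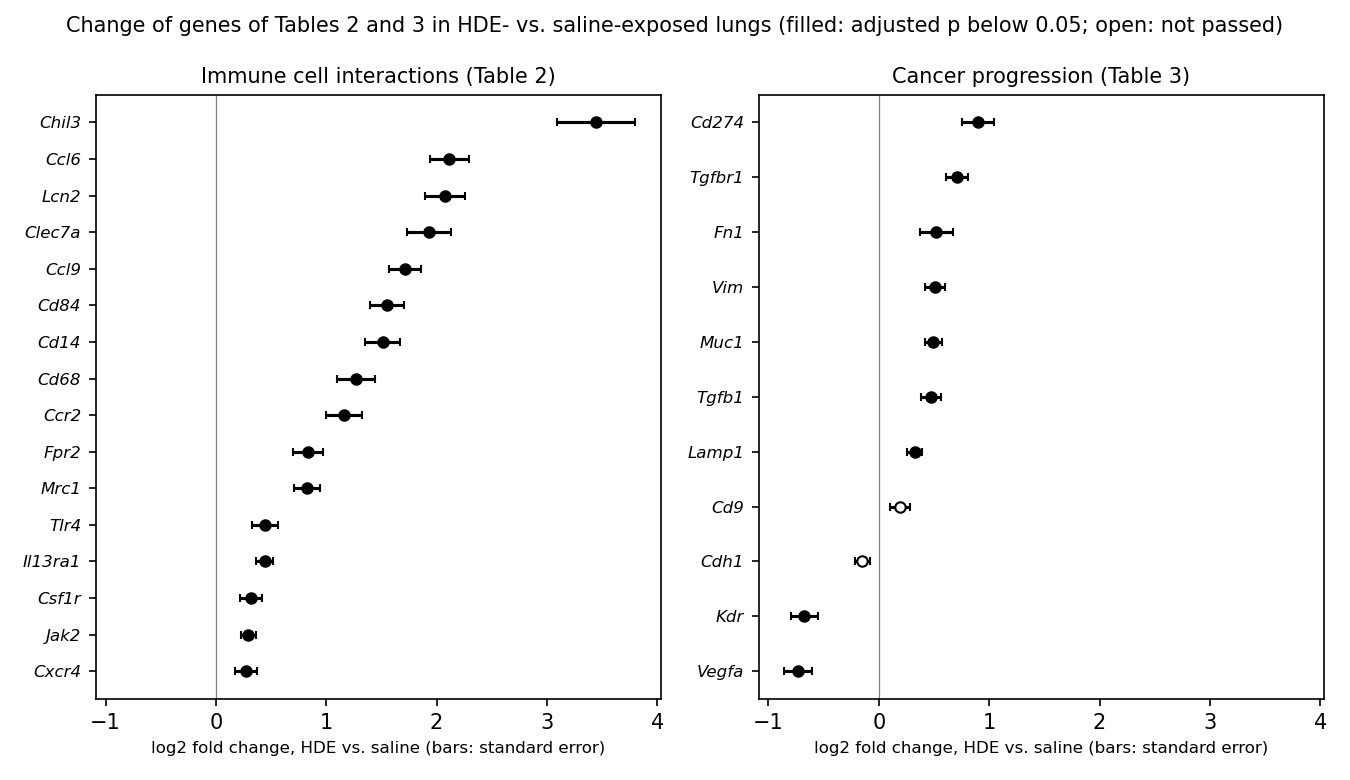
Log2 fold changes (HDE- over saline-exposed lungs, horizontal axis) of genes of Table 2 (left panel) and Table 3 (right panel), sorted by size, with bars for the standard error and filled points for genes at an adjusted p under 0.05 from edgeR. Chil3 lies farthest to the right at 3.45 and Vegfa farthest to the left at -0.73, and the open points are Cd9 and Cdh1. The points of Csf1r, Cxcr4, Il13ra1, Jak2, Tlr4, Cd9, Fn1, Lamp1, Muc1, Tgfb1 and Vim, to the right of 0 here, would lie to the left of it in the unscaled deposited values.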

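No gene separated HDE + NNK from HDE only lungs after adjustment for 388 genes. The tissue was left lung from which tumors had been excised, so this does not describe the tumors. C7, a component of the terminal complement complex, stood at 581 ± 151 normalized counts (SD, n = 5) with HDE + NNK and 749.6 ± 141 (SD, n = 4) with HDE only, a log2 fold change of -0.37 (standard error 0.20, adjusted p = 0.996 from edgeR's quasi-likelihood test) for adding NNK. Itga6, a laminin-binding integrin chain of epithelium, stood at 351 ± 86.0 normalized counts (SD, n = 5) with HDE + NNK and 258 ± 33.5 (SD, n = 4) with HDE only, a log2 fold change of 0.45 (standard error 0.18, adjusted p = 0.996 from the same test). Irf2, a repressor of interferon-stimulated transcription, stood at 394 ± 73.5 normalized counts (SD, n = 5) with HDE + NNK and 332 ± 46.3 (SD, n = 4) with HDE only, a log2 fold change of 0.25 (standard error 0.13, adjusted p = 0.996 from the same test). The smallest p of this comparison belonged to Marco, at 148 ± 19.6 normalized counts (SD, n = 5) with HDE + NNK and 76.3 ± 38.3 (SD, n = 4) with HDE only, a log2 fold change of 0.98 (standard error 0.35, adjusted p = 0.996 from the same test). Before adjustment, 5 genes were higher and 3 lower with NNK, a number that ran from 2 to 16 when 1 library was left out (2 without the HDE only library of run 2 lane 11, 16 without the HDE + NNK library of run 2 lane 9, 15 without the HDE only library of run 1 lane 10, 14 without the HDE + NNK library of run 1 lane 11, and 5 without that of lane 7 or of lane 8). The 22 other genes with legible labels in Fig. 7C had log2 fold changes of -0.24 to 0.29, and 1 of them, the complement protease C1ra, had an unadjusted p under 0.05. Run 2 held 1 HDE + NNK and 2 HDE only libraries. With run as a term in the model, the log2 fold changes were -0.41 for C7, 0.48 for Itga6 and 0.21 for Irf2.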

Differentially expressed genes for the HDE vs. HDE + NNK-exposed mice can be seen in Table 4. 

The advanced analysis generated z-scores produced from the HDE vs. saline gene expression data, which we then plotted and analyzed by two-way ANOVA to assess for significant pathway changes. 

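Macrophage, inflammatory, innate and adaptive gene lists scored higher in HDE-exposed lungs, and the cancer progression score did not pass the test. The lists were compiled here from general knowledge, since the software's own lists are not given in the sources used here. They were written after the paper's tables and figures had been seen. All but the adaptive list hold genes of Tables 2 or 3, which the paper chose on these libraries. Their scores and set tests are therefore not fully independent of the data. Each score was the mean over a list's tested genes of their z-scores across the 21 libraries. Mean z-scores of the macrophage list were 0.77 ± 0.46 (SD, n = 9) in HDE-exposed and -0.58 ± 0.15 (SD, n = 12) in saline-exposed mice, a difference of 1.35. Inflammation scored 0.68 ± 0.45 (SD, n = 9) in HDE-exposed and -0.51 ± 0.25 (SD, n = 12) in saline-exposed mice (difference 1.19), innate immunity 0.64 ± 0.43 (SD, n = 9) in HDE-exposed and -0.48 ± 0.20 (SD, n = 12) in saline-exposed mice (difference 1.11) and adaptive immunity 0.65 ± 0.44 (SD, n = 9) in HDE-exposed and -0.49 ± 0.42 (SD, n = 12) in saline-exposed mice (difference 1.14). In each of these 4 lists 8 of 9 HDE libraries lay above all 12 saline libraries. The exception was the HDE only library of run 2 lane 12, which scored -0.30, -0.20, -0.26 and -0.40. Cancer progression scored -0.05 ± 0.59 (SD, n = 9) in HDE-exposed and 0.04 ± 0.23 (SD, n = 12) in saline-exposed mice, a difference of -0.09, and 3 of 9 HDE libraries lay above all saline libraries. Exact permutation within NNK groups gave two-sided p = 2.1e-05 for adaptive immunity, 0.61 for cancer progression and 1.0e-05, the smallest of 97020 relabellings, for the other 3 (2.1e-05 to 0.73 after adjustment over 6 scores). For NNK the permutation p was 0.72 for macrophage functions, 0.24 for inflammation, 0.33 for innate, 0.11 for adaptive immunity and 0.67 for cancer progression. By exact permutation within runs, the differences were 1.44 (p = 0.0048) in run 1 and 1.17 (p = 0.022) in run 2 for macrophage functions, 1.27 (p = 0.0048) in run 1 and 0.980 (p = 0.022) in run 2 for inflammation, 1.21 (p = 0.0048) in run 1 and 0.874 (p = 0.022) in run 2 for innate immunity, 1.25 (p = 0.0048) in run 1 and 1.01 (p = 0.044) in run 2 for adaptive immunity and 0.0317 (p = 0.90) in run 1 and -0.604 (p = 0.022) in run 2 for cancer progression. The cancer progression difference was -0.48 (p = 1.0e-05) after TMM and 0.0979 (p = 0.57) over genes with 87 counts in every library, both by exact permutation.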

Genes related to inflammation, cancer progression, innate immunity, adaptive immunity, and macrophage cell function pathways (Figure 8A–D,F), all generated a mean z-score that was associated with a significant up-regulation driven by HDE-exposure, but not NNK administration. Conversely, genes associated with cell adhesion (Figure 8E) showed a significant reduction (*p* < 0.001) in expression within the HDE-exposed group compared to the saline control group. 

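Inflammatory, innate, adaptive and macrophage genes rose with HDE, while the genes listed for cancer progression moved in both directions. Of 38 genes of macrophage functions, 32 were higher, 1 lower (Marco) and 5 did not pass edgeR's test, with the same counts when adjusted over the list alone and a median log2 fold change of 1.37. Of 29 inflammation genes 21 were higher, 1 lower (Ccl5) and 7 not passed (21 and 1 when adjusted over the list alone). They include the complement protein C3, with a log2 fold change of 1.11 (standard error 0.09, adjusted p = 3.5e-09 from edgeR's quasi-likelihood test). Of 41 innate genes 29 were higher, 1 lower (Marco) and 11 not passed (30 and 1 when adjusted over the list alone). Examples are Cfb, a protease of the alternative complement pathway, at 2.82-fold and Syk, a kinase below antigen and lectin receptors, at 2.27-fold. Of 23 adaptive genes 15 were higher, 0 lower and 8 not passed (15 and 0 when adjusted over the list alone). The tetraspanin Cd37 of B cells had 1.44 (standard error 0.14, adjusted p = 3.6e-08), the plasma cell factor Xbp1 0.69 (standard error 0.07, adjusted p = 8.3e-08), the B cell kinase Btk 1.10 (standard error 0.13, adjusted p = 1.9e-07) and Il7r, the interleukin-7 receptor chain of lymphocytes, 1.67 (standard error 0.20, adjusted p = 3.9e-07), all from edgeR. Of 44 cancer progression genes 12 were higher, 13 lower and 19 not passed (12 and 15 when adjusted over the list alone). Spp1 (osteopontin), a matrix protein secreted by macrophages and tumor cells, rose by 1.28 (standard error 0.14, adjusted p = 6.1e-08 from edgeR's quasi-likelihood test), while Vegfa, Kdr and other vessel genes fell. After TMM scaling 10 of the 44 were higher and 22 lower, and the rotation test passed downward (adjusted p = 1.6e-06). Within run 1 and run 2 the changes were 1.32 and 0.94 for C3, 1.56 and 1.29 for Cd37 and 1.48 and 1.00 for Spp1. As sets, limma's rotation test, which asks whether genes move one way on balance, gave adjusted p = 9.0e-08, 5.1e-08, 9.0e-08, 3.2e-06 and 0.97 for macrophage, inflammation, innate, adaptive and cancer progression genes. Against other genes with an estimated correlation, camera's adjusted p was 0.17, 0.17, 0.20, 0.46 and 0.46. The cancer progression genes changed in either direction (rotation test, adjusted p = 6.8e-11), with a median of -0.10 and a mean of -0.02, while the signed rotation statistic was above 0.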

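Adhesion genes moved in both directions in HDE-exposed lungs. Of 34 adhesion genes 10 were higher, 11 lower and 13 did not pass edgeR's test (11 and 11 when adjusted over the list alone). Itgb2, the shared β chain of the leukocyte integrins, had a log2 fold change of 1.48 (standard error 0.14, adjusted p = 2.3e-08 from edgeR's quasi-likelihood test) and Selplg, the selectin ligand of leukocytes, 0.93 (standard error 0.10, adjusted p = 8.0e-08). Icam2, an endothelial ligand of those integrins, had -0.56 (standard error 0.12, adjusted p = 0.00032) and Pecam1, a junction protein of endothelium, -0.53 (standard error 0.10, adjusted p = 0.00019). Itgb2 in run 1 and run 2 was 1.53 and 1.44, and Icam2 -0.60 and -0.69. The lower genes numbered 16, and the higher ones 9, after TMM scaling. The mean z-score of the list was 0.0061 ± 0.38 (SD, n = 9) in HDE-exposed and -0.0045 ± 0.17 (SD, n = 12) in saline-exposed mice, with -0.19 in the HDE only library of run 2 lane 12. The difference of 0.011 had an exact permutation p of 0.94 (0.94 after adjustment over 6 scores), and the p for NNK was 0.95. By exact permutation it was 0.167 (p = 0.36) in run 1 and -0.352 (p = 0.067) in run 2. It was -0.35 (p = 8.2e-05) after TMM scaling and -0.585 (p = 0.052) in the unscaled deposited values, also by exact permutation. Leaving out 1 library took it below 0 for the saline only libraries of run 1 lane 2 (-0.0062) and run 2 lane 4 (-0.0027), the HDE only libraries of run 1 lane 10 (-0.022) and lane 12 (-0.013), and the HDE + NNK libraries of run 1 lane 7 (-0.021) and lane 11 (-0.0584). It stayed above 0 without each of the other 15, up to 0.0543 without the HDE only library of run 2 lane 11. As a set the list passed downward after TMM scaling (adjusted p = 0.00029 in the rotation test) and here had adjusted p = 0.11 for one direction and 9.0e-10 for either direction by the rotation test, and 0.46 with an estimated correlation. Its median log2 fold change was -0.07 and its mean 0.14, with the rotation test's direction up and camera's down.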

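Of the 24 genes drawn in Fig. 9, 9 were higher in HDE-exposed lungs, 6 were lower and 9 did not pass edgeR's test. The paper's text does not say how they were chosen, so the counts are not taken as independent evidence of a direction. The rises included Clu (clusterin), an extracellular chaperone, with a log2 fold change of 0.72 (standard error 0.11, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test). Ceacam1, an adhesion molecule of epithelium, had 0.53 (standard error 0.11, adjusted p = 0.00035), Apoe, a lipid carrier of macrophages, 0.44 (standard error 0.09, adjusted p = 0.00025) and Hif1a, the hypoxia-response factor, 0.42 (standard error 0.07, adjusted p = 1.4e-05), the last 2 below 0 in the unscaled deposited values. Col3a1, a fibrillar collagen, had 0.50 (standard error 0.19, adjusted p = 0.037), but 0.52 in run 1 and -0.05 in run 2, and it passed in 10 of the 21 fits that left out 1 library. All 6 falls were genes of the endothelial list. Among them, Tek, the angiopoietin receptor, had -0.66 (standard error 0.14, adjusted p = 0.00045 from edgeR's quasi-likelihood test), Cd36, a fatty acid receptor of capillaries and macrophages, -0.35 (standard error 0.10, adjusted p = 0.0079) and Cd34, a glycoprotein of vessel lining, -0.29 (standard error 0.08, adjusted p = 0.0043). Vwf, a clotting protein of endothelium, had -0.37 (standard error 0.13, adjusted p = 0.024), and a log2 fold change of -0.32 (adjusted p = 0.059 from the same test) without the HDE only library of run 1 lane 12. Tie1, a receptor of vessel lining, had -0.39 (standard error 0.16, adjusted p = 0.047), with -0.10 in run 1 and -0.87 in run 2, and passed in 5 of 21 such fits. Of the 14 endothelial genes tested 0 were higher and 14 lower (14 when adjusted over the list alone), with a median of -0.46. Their z-score was 0.08 in the HDE only library of run 2 lane 12, against -0.76 ± 0.72 (SD, n = 9) in HDE-exposed and 0.57 ± 0.24 (SD, n = 12) in saline-exposed mice. Values that did not pass included 0.18 for the death protease Casp8, 0.16 for the basement membrane collagen Col4a1, 0.06 for the TGF-β receptor Tgfbr2 and 0.05 for the proteasome subunit Psma2, all 4 of them below 0 after TMM scaling. Smad4, a transducer of TGF-β signals, had -0.03, the co-activator Crebbp -0.12 and mesothelin (Msln) -0.23. Casp8 passed, at 0.23 (adjusted p = 0.028), without the HDE only library of run 2 lane 12. After TMM scaling 8 of the 24 genes were higher and 10 lower, and with all panel housekeeping genes 8 and 8. Clu in run 1 and run 2 was 0.73 and 0.70, and Tek -0.72 and -0.56. In run 1 alone 10 were higher and 4 lower, and in run 2 alone 6 and 6. The endothelial list had adjusted p = 3.8e-05 in the rotation test and 0.17 with an estimated correlation.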

Further examination of genes specifically related to cancer progression (Figure 9) showed increased expression changes and clustering being driven by HDE samples, independent of NNK.

### 3.6. Agricultural Dust Exposure Induces EMT in Human Lung Adenocarcinoma Cells

The results from our chronic in vivo studies suggested that dust exposure enhances lung tumorigenesis with alterations in several genes associated with epithelial to mesenchymal transition (EMT; e.g., *CHD1*, *FN1*, *TGFB1*, *VIM*). To confirm these findings, we next assessed the pro-carcinogenic EMT potential of the dust using human lung adenocarcinoma cells (A549). 

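Fn1, Tgfb1 and Vim were higher in HDE-exposed lungs on the 4-gene scaling. Fn1 (fibronectin), a matrix glycoprotein, stood at 1948 ± 643 normalized counts (SD, n = 9) in HDE-exposed and 1344 ± 191 (SD, n = 12) in saline-exposed mice, a log2 fold change of 0.52 (standard error 0.15, adjusted p = 0.0065 from edgeR's quasi-likelihood test). Tgfb1, a growth factor that induces matrix genes, stood at 456 ± 74.2 normalized counts (SD, n = 9) in HDE-exposed and 329 ± 29.5 (SD, n = 12) in saline-exposed mice, a log2 fold change of 0.47 (standard error 0.09, adjusted p = 0.00014 from the same test). Vim (vimentin), an intermediate filament of mesenchymal cells and leukocytes, stood at 3449 ± 561 normalized counts (SD, n = 9) in HDE-exposed and 2423 ± 218 (SD, n = 12) in saline-exposed mice, a log2 fold change of 0.51 (standard error 0.09, adjusted p = 4.6e-05 from the same test). They lay above all 12 saline libraries in 6, 6 and 8 of 9 HDE libraries. Fn1 was 0.85 in run 1 and -0.25 (adjusted p = 0.13) in run 2, Tgfb1 0.62 and 0.23 (adjusted p = 0.23), and Vim 0.52 and 0.47, from edgeR's quasi-likelihood test within each run. After TMM scaling they were 0.31, 0.28 and 0.33, and in the unscaled deposited values -0.06, -0.06 and -0.02. The paper counted more lung tumors with HDE + NNK than with saline + NNK, and measured more of the Tgfb1 protein in lavage fluid with HDE. From its chronic in vivo studies it proposes that dust enhances the formation of lung tumors. It names these genes among those altered, so its claim on tumors does not rest on these transcripts alone.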

We used a Biostation CT Incubator (Nikon Instruments, Tokyo, Japan) to capture time-lapse images of A549 cells treated with 0% (control), 1%, 2.5%, or 5% HDE over 48 h. Time-lapse images were captured in phase contrast and imported into CL-Quant software (DR Vision, Seattle, WA, USA) to segment individual cells and convert the phase contrast image into binary images, which were imported into CellProfiler software to extract morphological features of each segmented cell. The morphological data were imported into MATLAB software (MathWorks, Natick, MA, USA) equipped with a custom machine learning algorithm to classify cells based on their morphological data [44,46]. Data processing using these bioinformatic softwares identified differences in cell morphology following treatment, including cells appearing cobblestone (standard A549 morphology) or elongated (mesenchymal-like). Cells treated with 5% HDE had significantly (*p* = 0.02) greater number of elongated cell populations, and significantly fewer number of cobblestone cells (*p* = 0.02) compared to the 0% control-group (Figure 10).

To build upon our in vivo findings identifying significant gene expression changes in *CDH1* (E-cadherin), *VIM* (vimentin), *TGFβ1*, and *TGFβR1* in dust-exposed mice compared to the control-exposed (Table 3), we assessed levels of EMT biomarkers via Western blotting in A549 cells. Furthermore, to complement our findings of altered inflammation and HDE-enhanced carcinogenesis via AT-RvD1 treatment in vivo, we assessed the impact of AT-RvD1 treatment on the EMT-associated changes identified in HDE-treated human adenocarcinoma lung cells (A549 cells). Evaluation of the carcinogenic effects of HDE was performed by treating A549 cells with 0%, 1%, 2.5%, or 5% HDE for 48 h, while assessment of AT-RvD1 was performed by pre-treating cells with 1 ng/mL, 10 ng/mL, 20 ng/mL, or 100 ng/mL of AT-RvD1 for 1 h prior to exposing cells with 5% HDE for 48 h. Western blotting was performed to evaluate protein levels of vimentin, and the tight-junction proteins E-cadherin and N-cadherin. Through these investigations, we detected a significant reduction in E-cadherin (Figure 11A,D) within the 2.5% HDE (*p =* 0.01), 5% HDE-treated group (*p* = 0.009), and 20 ng/mL AT-RvD1-treated cells (*p* = 0.004), compared to the 0% HDE control group. Expression of N-cadherin (Figure 11B,E) was significantly increased compared to the 0% control within the 5% HDE (*p* = 0.02) and 1 ng/mL AT-RvD1-treated cells (*p* = 0.04), with the 20 ng/mL and 100 ng/mL missing significance (*p* = 0.09 for both). Changes in the mesenchymal cell marker vimentin (Figure 11C,E) were seen within the 2.5% HDE (*p* = 0.03), 5% HDE-treated group (*p* = 0.04), 1 ng/mL AT-RvD1-treated group (*p* = 0.03), and 100 ng/mL AT-RvD1-treated cells (*p* = 0.01, compared to the 0% HDE control group. There were no significant differences for the 5% HDE-treated cells versus the 5% HDE + AT-RvD1-treated cells, regardless of the dose of AT-RvD1.

## 4. Discussion

The lung inflammatory and immunomodulatory effects of acute and repetitive dust exposure have been previously studied; however, the carcinogenic and chronic inflammatory damage caused by dust particulates are unclear [35,52,53]. To examine the reported anti-inflammatory and anti-tumorigenic properties of AT-RvD1, we utilized this SPM in a mouse model of chronic (24-week) dust exposure. Here, we identified a significant HDE-induced inflammation including macrophage, neutrophil, lymphocyte, and eosinophil cell influx into the lungs of HDE-exposed mice compared to the saline controls, while AT-RvD1 treatment significantly reduced immune cell recruitment. Significantly higher levels of the pro-resolving SPM RvE1 as well as anti-inflammatory cytokine IL-10 were detected in HDE + AT-RvD1-exposed mouse lungs, which could be contributing factors to the reduced inflammation identified in AT-RvD1-treated mice. These observations demonstrate the potential harm that chronic HDE exposure may cause, as well as the therapeutic benefits of AT-RvD1 treatment, which dampen inflammation caused by HDE.

Our NanoString differential expression assessment identified increased expression changes in the chemokine receptor *CXCR4* among the HDE-exposed mice. 

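Cxcr4, the receptor of the chemokine CXCL12, which guides leukocytes and tumor cells, stood at 314 ± 49.9 normalized counts (SD, n = 9) in HDE-exposed and 261 ± 35.5 (SD, n = 12) in saline-exposed mice. This is a log2 fold change of 0.27 (standard error 0.10, adjusted p = 0.029 from edgeR's quasi-likelihood test), and 4 of 9 HDE libraries lay above all saline libraries. It was 0.28 (adjusted p = 0.10 from the same test) in run 1 and 0.40 (adjusted p = 0.073) in run 2. The adjusted p rose to 0.055, 0.099, 0.051 and 0.053 without the HDE only libraries of run 1 lane 12 and run 2 lane 11, the saline + NNK library of run 2 lane 2 and the HDE + NNK library of run 1 lane 9, respectively. After TMM scaling the change was 0.11 (adjusted p = 0.44 from edgeR), with all housekeeping genes 0.20 (adjusted p = 0.14) and in the unscaled deposited values -0.25.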

*CXCR4* is one of the most abundant chemokine receptors expressed on murine and human fibrocytes and plays a major role in the recruitment of fibrocytes to the lungs in both species [54,55,56]. This finding suggests that chronic HDE exposure is directly correlated with increased tissue damage and as such, recruitment of fibrocytes to the lungs during fibrotic disease progression. In HDE-exposed mice, we identified increased expression of *MUC1* (mucin-1), which is associated with over-production of mucin and is a hallmark of goblet cell hyperplasia, supporting the histopathology identified in the HDE-exposed lungs [57]. 

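Muc1, a membrane-bound mucin of airway and alveolar epithelium, stood at 3071 ± 425 normalized counts (SD, n = 9) in HDE-exposed and 2189 ± 166 (SD, n = 12) in saline-exposed mice. This is a log2 fold change of 0.49 (standard error 0.08, adjusted p = 1.3e-05 from edgeR's quasi-likelihood test), and all 9 HDE libraries lay above all 12 saline libraries. It was 0.48 in run 1 and 0.52 in run 2. After TMM scaling the change was 0.31, and in the unscaled deposited values -0.04.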

Treatment with AT-RvD1 significantly reduced alveolar inflammation and cellularity in both NNK and no NNK + HDE-exposed mice. The anti-inflammatory properties of AT-RvD1 were also observed in the fibrotic lung tissue of HDE-only exposed mice.

Treatment with AT-RvD1 alleviated the lung inflammatory responses induced by chronic dust exposure; however, its role in mitigating the lung tumorigenic response from chronic HDE exposure was of interest. Within our HDE are lipopolysaccharides (LPS), which comprise the Gram-negative bacteria, endotoxin, and have been argued in the literature to possess both protective or enhancement effects for lung tumorigenesis [6,7,58,59]. Epidemiological studies have identified an inverse association with reduced lung cancer risk and long-term exposure to endotoxin in work environments such as dairy, cattle, poultry, and swine farms [8,60]. Specifically, these studies found an inverse association with endotoxin exposure and risk of developing lung adenocarcinoma, which is the most prominent form of non-small cell lung cancers [60,61]. Conversely, other studies assessing population risk for lung cancer have reported that exposure to occupational organic dusts, which contain endotoxins, are associated with increased risk of lung carcinogenesis in exposed individuals [9].

Following 24 weeks of HDE exposure, we determined that the NNK-treated mice that were exposed to HDE did see significantly increased lung tumor development compared to the saline + NNK control group, indicating that HDE exposure provided an enhancement effect in a chronic setting. Interestingly, HDE + NNK-exposed mice that were treated with AT-RvD1 did not exhibit altered tumor counts compared to the HDE + NNK group. These findings differed from a recent study identifying that AT-RvD1 reduces tumor growth in the lungs of Kras^G12D^ mice, which may suggest that this change could be model specific [62]. The pro-inflammatory eicosanoids PGD_2_, PGE_2_, and TXB_2_ increase vasodilation and vascular permeability, which may not only cause increased recruitment of neutrophils and monocytes to the site of inflammation but also allow for the tumor to have the oxygen and nutrients needed to grow and survive [63,64]. PGE_2_ is an immunomodulatory agent and has been shown in the literature to suppress apoptosis and cytotoxicity of NK cells, which may also facilitate a stronger tumor microenvironment [63,65].

We propose that AT-RvD1 was ineffective at reducing HDE + NNK-enhanced tumorigenesis due to activation of a repair process promoting a M2 or tumor-associated macrophage (TAM) phenotype in the lungs of these mice. SPMs, including AT-RvD1, assist in wound repair, tissue regeneration, and promotion of the resolution of inflammation via binding to surface receptors on structural and immune cells [19,24,66]. Many of these SPMs, such as RvE1 and LXA_4_, exhibit anti-inflammatory properties that are facilitated by the clearance of neutrophils via macrophage efferocytosis, M2 macrophage polarization, and release of anti-inflammatory and tissue-repair cytokines [23,67]. Although alternatively activated M2 macrophages are considered anti-inflammatory phagocytes, many reports have suggested that these tissue-repairing immune cells can also lead to tissue over-remodeling, resulting in disease pathogenesis such as fibrosis, although we did not see enhanced fibrosis in the AT-RvD1-treated mice [68,69,70]. This can be further supported by the elevation of BALF IL-10 levels in HDE + AT-RvD1-treated mice, an anti-inflammatory cytokine that has been shown to induce M2 polarization [71,72,73]. 

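Fpr2, a receptor of formylated peptides and of lipid mediators on neutrophils and macrophages, was counted in all libraries. It stood at 444 ± 117 normalized counts (SD, n = 9) in HDE-exposed and 248 ± 39.9 (SD, n = 12) in saline-exposed mice, a log2 fold change of 0.83 (standard error 0.14, adjusted p = 2.7e-05 from edgeR's quasi-likelihood test). Of 9 HDE libraries 7 lay above all saline libraries, and the change was 0.73 in run 1 and 1.09 in run 2. S100a8, a calcium-binding protein abundant in neutrophils, was the other neutrophil marker tested, with 0.48 (standard error 0.19, adjusted p = 0.037 from edgeR's quasi-likelihood test), a call kept in 9 of the 21 fits that left out 1 library.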

Transcript level expression of formyl peptide receptor 2 (*FPR2)*, the main receptor in mice for RvD1, AT-RvD1, and LXA_4_, was identified in our dust-exposed mice. Expression of this receptor could provide evidence for how the HDE + AT-RvD1-treatment mediated its protective effects in dust-exposed animals [74,75]. Moreover, PGE_2_ also modulates the polarization of TAMs towards a more M2 phenotype which, would increase the secretion of growth factors and promote tumor cell proliferation [63,65]. 

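Receptors of monocytes and macrophages were higher in HDE-exposed lungs. Ccr2, which brings monocytes out of the blood, stood at 493 ± 152 normalized counts (SD, n = 9) in HDE-exposed and 217 ± 59.1 (SD, n = 12) in saline-exposed mice, a log2 fold change of 1.16 (standard error 0.16, adjusted p = 2.8e-06 from edgeR's quasi-likelihood test). Mrc1, the mannose receptor, stood at 976 ± 216 normalized counts (SD, n = 9) in HDE-exposed and 549 ± 107 (SD, n = 12) in saline-exposed mice, a log2 fold change of 0.83 (standard error 0.12, adjusted p = 4.5e-06 from the same test). Csf1r, the receptor through which CSF-1 keeps macrophages alive, stood at 379 ± 49.4 normalized counts (SD, n = 9) in HDE-exposed and 304 ± 47.6 (SD, n = 12) in saline-exposed mice, a log2 fold change of 0.32 (standard error 0.10, adjusted p = 0.013 from the same test). Of 17 macrophage and monocyte markers 16 were higher and 1, Marco, was lower (16 and 1 when adjusted over the list alone), with a median of 1.16. The Fc receptor Fcgr3 rose by 1.72 (standard error 0.17, adjusted p = 3.6e-08) and the lysozyme gene Lyz2 by 1.01 (standard error 0.11, adjusted p = 5.2e-08), from edgeR. Ccr2 was 1.27 in run 1 and 0.96 in run 2, Mrc1 0.83 and 0.98, and Csf1r 0.57 and 0.00099 (adjusted p = 0.99 from edgeR in run 2). Csf1r was 0.13 (adjusted p = 0.23) after TMM scaling and -0.20 in the unscaled deposited values. The marker list had adjusted p = 2.5e-07 in the rotation test and 0.19 with an estimated correlation, and scored -0.41 in the HDE only library of run 2 lane 12.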

Pathway analysis showed significant increases in expression changes related to macrophage functions in the HDE-exposed mice versus the saline controls, with increased expression changes in receptors and chemokines relating to macrophage recruitment, including *MRC1* (mannose receptor C, type 1), *CSF1R* (colony stimulating factor 1 receptor), and *CCR2* (C-C motif chemokine receptor 2). Several studies have shown that increased *CCR2* expression in tandem with elevated IL-10 expression is correlated with elevated M2 macrophage activity, further suggesting that HDE + AT-RvD1 exposure promotes M2 macrophage recruitment to the site of inflammation [70,76]. Additionally, within dust-exposed mice, we identified increased expression changes in *CHIL3* (chitinase-like protein 3; 10.9 fold increase in HDE vs. saline-treated mice) which encodes the protein Ym1, a well-known marker for M2 macrophages [77]. 

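Chil3, a chitin-binding lectin secreted by macrophages, stood at 23902 ± 12998 normalized counts (SD, n = 9) in HDE-exposed and 2211 ± 1348 (SD, n = 12) in saline-exposed mice. This is a 10.9-fold rise, a log2 fold change of 3.45 (standard error 0.36, adjusted p = 4.6e-08 from edgeR's quasi-likelihood test), and all 9 HDE libraries lay above all 12 saline libraries. The change was 3.50 in run 1, 3.57 in run 2 and 3.31 after TMM scaling. Of 7 markers of alternatively activated (M2) macrophages 5 were higher, 0 lower and 2 not passed (5 and 0 when adjusted over the list alone). They included Msr1, a scavenger receptor, at 1.83 (standard error 0.21, adjusted p = 2.3e-07), from edgeR. The list had adjusted p = 5.1e-08 in the rotation test and 0.19 with an estimated correlation, and scored -0.14 in the HDE only library of run 2 lane 12. Chil3, Mrc1 and Clec7a of this list are also in Table 2. Its median was 0.83, against 1.16 for the 17 macrophage and monocyte markers. Its mean z-score rose by 1.31, and that of 2 classically activated (M1) markers by 0.74. The difference of 0.57 had an exact permutation p of 0.094, so a rise particular to M2 markers is not shown.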

In one of our recent studies examining the effects of a DHA-rich diet prior to administering 3 weeks of repetitive HDE exposures in mice, we identified that HDE-exposed mice fed a DHA-rich diet displayed significantly elevated Ym1+ macrophage expression in the lungs of exposed mice, further supporting the current findings [32]. Taken together, these findings, in combination with previous literature highlighting the macrophage-polarizing effects of SPM, warrant future investigations into macrophage polarization as a mechanism underlying the protective effects of AT-RvD1 on chronic inflammation, but not lung carcinogenesis, which we observed in our model. It is plausible that tumor-dependent immunosuppression in association with the altered polarization of the immune response caused by AT-RvD1 may be responsible for the seeming disparity in these findings. However, the lack of these investigations in our current study limit our capacity to make definitive conclusions regarding this mechanism herein.

EMT is a hallmark of cancer metastasis [1,78,79]. 

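Cdh1 (E-cadherin), the adhesion protein of epithelial junctions, stood at 1359 ± 112 normalized counts (SD, n = 9) in HDE-exposed and 1505 ± 131 (SD, n = 12) in saline-exposed mice. This is a log2 fold change of -0.15 (standard error 0.07, adjusted p = 0.081 from edgeR's quasi-likelihood test), with 2 of 9 HDE libraries below all saline libraries, -0.14 in run 1 and -0.15 in run 2. Tgfbr1, a receptor of TGF-β, stood at 686 ± 132 normalized counts (SD, n = 9) in HDE-exposed and 421 ± 34.7 (SD, n = 12) in saline-exposed mice, a log2 fold change of 0.71 (standard error 0.10, adjusted p = 2.2e-06 from the same test), with 0.82 in run 1, 0.49 in run 2 and 0.52 after TMM scaling. Of 16 genes of extracellular matrix and EMT 6 were higher, 1 lower (Tgfb2) and 9 not passed (6 and 1 when adjusted over the list alone), with a median of 0.11. After TMM scaling 5 were higher and 4 lower, with a median of -0.11 and an adjusted p of 0.91 in the rotation test. The rotation test's direction was up and camera's down. The list had adjusted p = 0.040 in the rotation test and 0.87 with an estimated correlation, and scored -0.71 in the HDE only library of run 2 lane 12. Cdh1 passed after TMM scaling (-0.32, adjusted p = 0.0016 from edgeR) and with all housekeeping genes (-0.23, adjusted p = 0.0061). It also passed without the saline only library of run 2 lane 4 (-0.17, adjusted p = 0.039 from edgeR) and without the HDE only library of run 1 lane 10 (-0.18, adjusted p = 0.045).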

In our assessment of gene expression changes among HDE-exposed mice, we identified markers of EMT (Table 3), including the reduced expression of the tight junction protein *CADH1* (E-cadherin), increased expression of the mesenchymal cell markers *VIM* (vimentin), *FN1* (fibronectin), growth factor *TGFB1* (transforming growth factor beta 1), and *TGFBR1* (TGFβ-1 receptor) [1,78,79,80,81]. 

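Markers of lung epithelium moved in both directions. The integrin chains Itgax, with a log2 fold change of 1.61 (standard error 0.19, adjusted p = 4.0e-07 from edgeR's quasi-likelihood test), and Itgam, with 1.64 (standard error 0.21, adjusted p = 6.3e-07), both of myeloid cells, rose. Of the 8 epithelial markers tested, 2 were higher (Muc1 and Ceacam1), 1, Itga6, was lower and 5 did not pass (2 and 1 when adjusted over the list alone). Itga6 had -0.45 (standard error 0.11, adjusted p = 0.0023 from edgeR's quasi-likelihood test), with -0.19 in run 1 and -0.78 in run 2, and Itgam had 1.71 and 1.27. The median of the epithelial list was -0.05 and its mean 0.0056, and the rotation test's direction was up and camera's down. The adjusted p was 0.63 in the rotation test and 0.62 with an estimated correlation. After TMM scaling 2 were higher and 3 lower, and the rotation test passed downward (adjusted p = 0.0094). The list scored -0.35 in the HDE only library of run 2 lane 12.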

We also identified reduced pathway expression for genes related to adhesion, which can be supported by the down regulation of *CDH1,* as seen within the HDE-exposed mice in Figure 8. We identified significantly elevated levels of TGFβ-1 in the BALF of HDE-exposed mice as well, which may provide additional evidence for an overactive repair process or serve as evidence for the promotion of EMT, as TGFβ-1 has been well-established as an inducer of EMT in various models of carcinogenesis [45,79].

To complement these observations, we further examined the carcinogenic effects of HDE exposure within human lung adenocarcinoma cells. Since the tumors formed in the NNK-administered mice were pathologically characterized as lung adenomas, we opted to use the A549 cell line to confirm the transformative effects of HDE-exposure within the tumor microenvironment. HDE-treated cells showed EMT-associated changes (Figure 10). These expression changes support the visual non-transformation to elongated or mesenchymal-like phenotypic changes identified in HDE-treated cells compared to the non-treated cells, which is a characteristic of tumor metastasis [1,78,80]. Although AT-RvD1 is better known to have a direct effect on immune cells rather than tumor cells, we utilized AT-RvD1 to identify whether pre-treatment of A549 adenocarcinoma cells with AT-RvD1 would dampen or mitigate the HDE-induced EMT response identified in these cells. Several investigations have identified that SPMs can be produced by and act on non-immune cell populations, thus providing rationale for its investigation in our study [43,44,82]. Furthermore, there are multiple documented effects of AT-RvD1 on EMT processes, including in the A549 cell line [44,82].

The in vitro data presented here accompany our findings that chronic HDE exposure enhances lung tumorigenesis by suggesting that individuals with lung cancer that endure long-term exposure to agricultural organic dust, may be at increased risk of cancer metastasis. The increase in EMT-biomarkers between both our in vivo and in vitro studies provide evidence that exposure to these dusts rather enhance lung tumorigenesis and promote a metastatic tumor environment. Our results more closely align with the literature that proposes that LPS enhances lung carcinogenesis, rather than protects against it.

## 5. Conclusions

Chronic exposure to dust from swine confinement facilities induced severe lung inflammatory and carcinogenic responses, including fibrosis, enhanced tumorigenesis, and EMT. The anti-inflammatory effects of AT-RvD1 were evidenced by reduced influx of neutrophil, lymphocyte, and eosinophils within the BALF of dust-exposed mice, increased RvE1 levels, and decreased alveolar inflammation in the lung tissues of mice. Despite the therapeutic effects of AT-RvD1 presented in these studies, treatment with this SPM did not protect against HDE + NNK-enhanced lung tumorigenesis. We propose that this response is due to an increase in M2 or tumor-associated macrophage populations in the lungs of HDE-exposed mice, which can be evidenced by the pathway and transcript alterations in prominent macrophage recruitment markers, as well as elevated IL-10 in the BALF of dust-exposed mice treated with AT-RvD1.

Our data provide a murine model that demonstrates the significant inflammatory and carcinogenic health implications that chronic agricultural dust exposure can have. The results from our studies give new insight to lung disease progression in farm workers who endure chronic exposure to agricultural organic dusts, including an increased risk for lung carcinogenesis. Furthermore, these studies propose an effective therapeutic strategy using AT-RvD1 treatment for mitigating the negative health impacts of dust exposure among individuals in the livestock and farming industries.

## Figures and Tables

**Figure 1:**
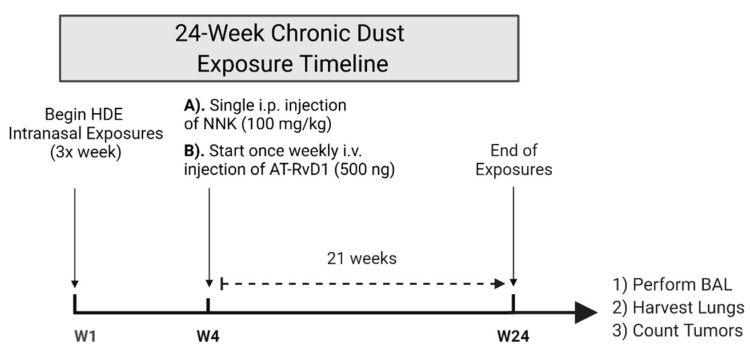
Schematic of our chronic dust exposure mouse model and dosing timeline. Male and female A/J mice received 24 weeks of intranasal challenges of 12.5% HDE, a single i.p. injection of 100 mg/kg NNK to induce tumorigenesis, and a once weekly tail i.v. of 500 ng AT-RvD1 for 21 weeks.

**Figure 2:**
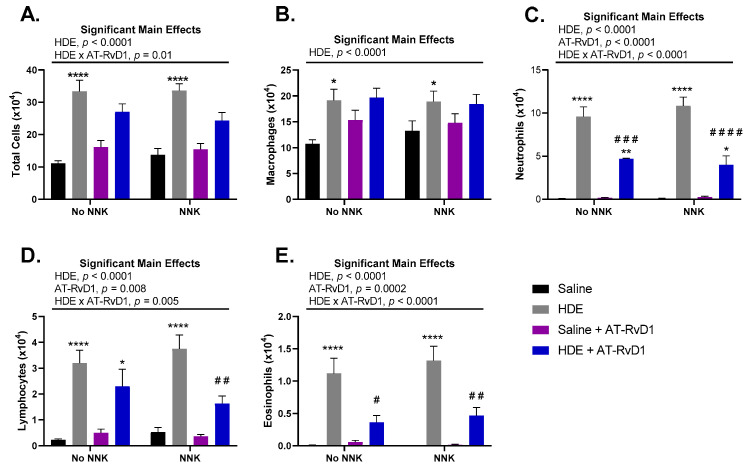
Total and immune cell counts in A/J mice following chronic HDE exposure and AT-RvD1 treatment. Following 24 weeks of HDE exposure, mice were euthanized and bronchoalveolar lavage fluid was collected and assessed for total (**A**) macrophage (**B**), neutrophil (**C**), lymphocyte (**D**), and eosinophil (**E**) cell influx into the lung airways of the mice. Main significant effects and interactions are presented above each graph as depicted from three-way ANOVA analysis. The * symbol above the HDE bars represents the statistical post hoc comparisons between the HDE- and saline-treated conditions within each respective NNK-administration groups; (* *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001). Post hoc comparisons between HDE + AT-RvD1-exposed mice and their non-AT-RvD1-treated counterparts are depicted by the # symbol above each HDE + AT-RvD1 (control and NNK) bar; (# *p* < 0.05; ## *p* < 0.01; ### *p* < 0.001; #### *p* < 0.0001).

**Figure 3:**
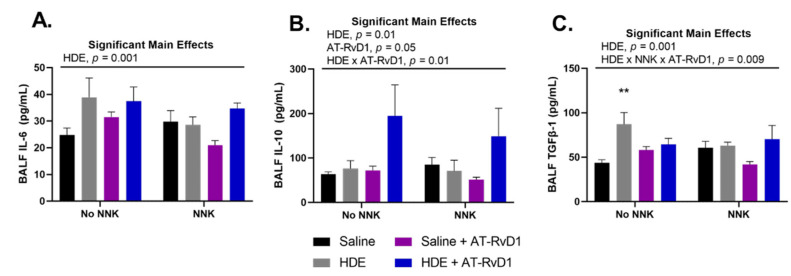
Effects of chronic HDE exposure and AT-RvD1 treatment on BALF cytokine levels after 24 weeks. Bronchoalveolar lavage was performed at the end of the 24 weeks and the fluid was collected to assess cytokine levels as described in the methods. For IL-6 (**A**), IL-10 (**B**), and TGFβ-1 (**C**); *n* = 5–10 for saline only; *n* = 7–8 for HDE only; *n* = 6–7 for saline + NNK; *n* = 6–9 for HDE + NNK; *n* = 5–8 for saline + AT-RvD1; *n* = 5 for HDE + AT-RvD1; *n* = 5–6 for saline + NNK + AT-RvD1; *n* = 4–5 for HDE + NNK + AT-RvD1. Main significant effects and interactions from three-way ANOVA analysis are shown above each graph. The ** symbol above the HDE bar represents the statistical post hoc comparison to the saline control group; (** *p* < 0.01).

**Figure 4:**
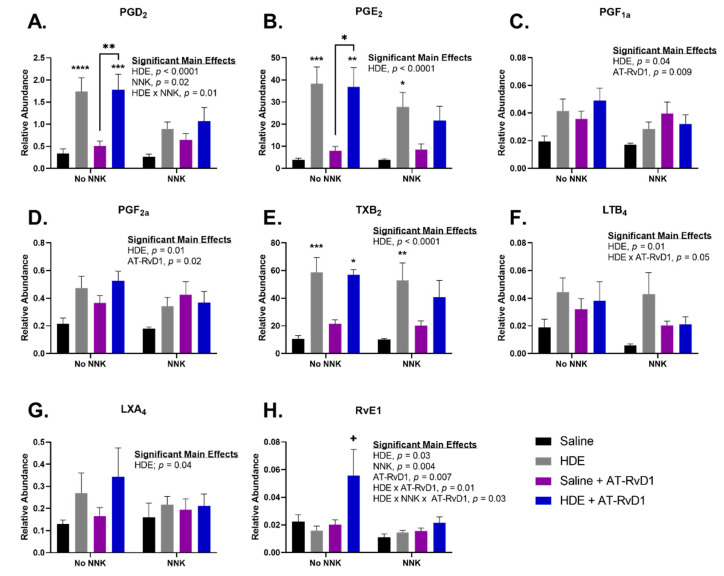
Pro-inflammatory eicosanoid and pro-resolving SPM levels in mice lung tissues following 24 weeks of HDE exposure. Oxylipin analysis was performed to assess the relative abundance of (**A**) PGD_2_ (**B**) PGE_2_ (**C**) PGF_1a_ (**D**) PGF_2a_ (**E**) TXB_2_ (**F**) LTB_4_ (**G**) LXA_4_ (**H**) RvE1 in murine lung tissue after chronic dust exposure. Three-way ANOVA with Tukey’s post hoc comparisons were performed to examine statistical changes between the experimental groups. Significant main effects and interactions of HDE, NNK, and AT-RvD1 are shown above each oxylipin. The * above the HDE samples represents significance compared to the saline-control in the respective NNK-group; (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001). The + symbol above the HDE + AT-RvD1 bar depicts all post hoc comparisons are significant between each other experimental group; (*p* < 0.05).

**Figure 5:**
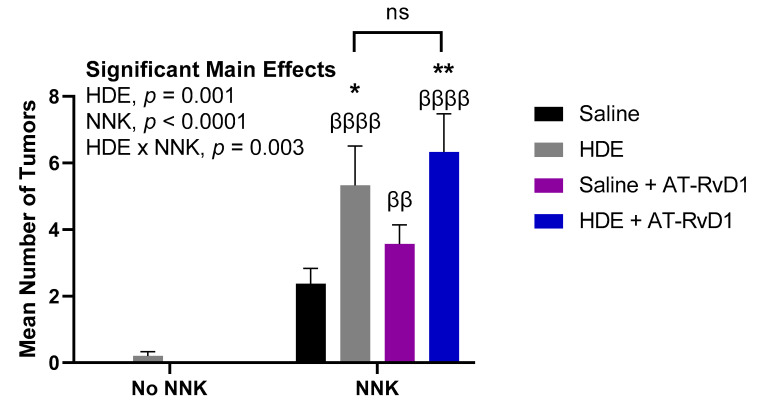
Mean lung tumor counts in mice following 24 weeks of chronic dust exposure. Right and left murine lung tissues were assessed for lung tumors following mouse euthanasia. The β symbol above each NNK sample bar represents statistical significance versus the HDE-only exposed mice (ββ *p* < 0.01; ββββ *p* < 0.0001). The * symbol above each of the bars represents statistical significance in relation to the NNK + saline-exposed control group; (* *p* < 0.05; ** *p* < 0.01).

**Figure 6:**
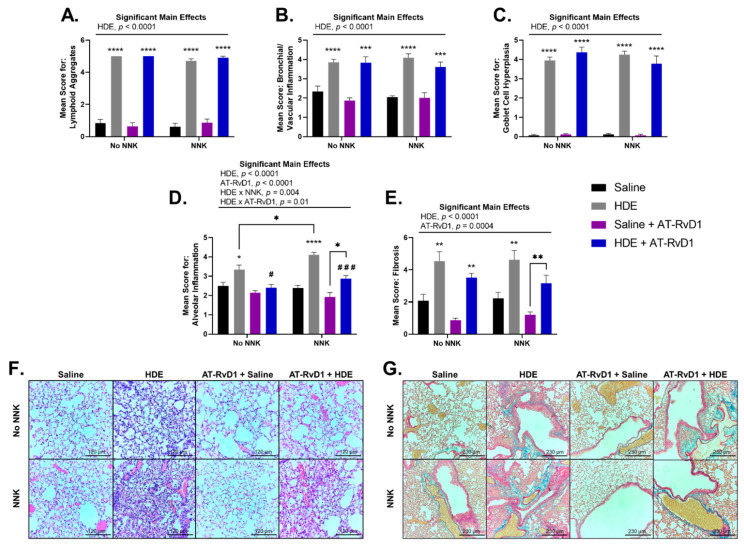
Murine lung tissue histopathology and scoring following chronic HDE exposure and AT-RvD1 treatment. Left lung tissues of mice were sectioned and blindly scored for tissue pathogenesis including (**A**) lymphoid aggregates (**B**) bronchial/vascular inflammation (**C**) goblet cell hyperplasia (**D**) alveolar inflammation (**E**) fibrosis. Lung tissues were stained with H&E to visualize (**F**) alveolar inflammation (imaged at 20×) and Masson’s Trichrome for (**G**) tissue fibrosis (imaged at 10×). Scale bars are set at 120 µm for examination of alveolar inflammation (**F**) and 230 µm for tissue fibrosis (**G**). Significant main effects and interactions of HDE, NNK, and AT-RvD1 are shown above each histological scoring parameter. The * symbol above each of the HDE bars represents statistical significance in relation to their respective saline-exposed group; (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001). Post hoc comparisons between HDE + AT-RvD1-exposed mice and their non-AT-RvD1-treated counterparts are depicted by the # symbol above each HDE + AT-RvD1 bar; (# *p* < 0.05; ### *p* < 0.001). Direct post hoc comparisons between HDE and saline AT-RvD1-treated mice are represented by the * symbol and lines connecting those graphs.

**Figure 7:**
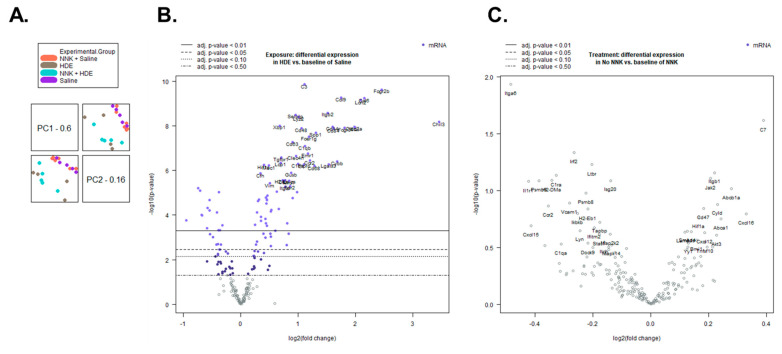
Sample clustering and differential gene expression are driven by HDE exposure. (**A**) Principal component analysis shows a separation of sample association is determined by dust, not NNK exposure. (**B**) Volcano plot of differentially expressed genes between HDE- and saline-exposed mice following 24 weeks of exposure. (**C**) Volcano plot of differentially expressed genes between HDE- and HDE + NNK-exposed mice following 24 weeks of HDE exposure.

**Figure 8:**
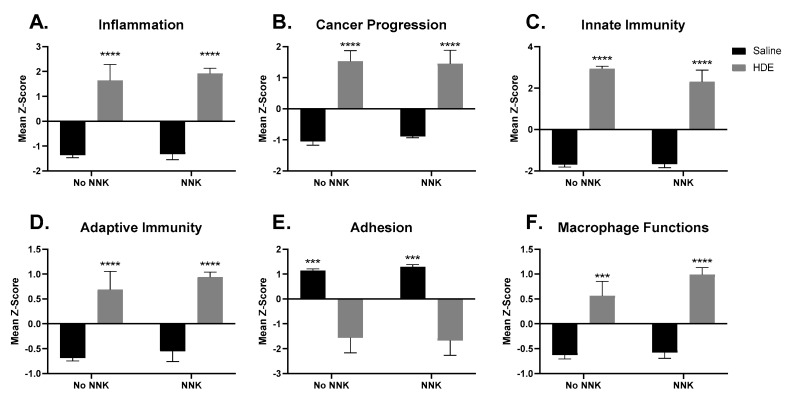
Significantly altered pathway expression changes among the 21 HDE and saline- exposed mouse lungs. NanoString Advanced Analysis was performed and the z-scores for each sample pertaining to generalized cancer and immunological-related pathways were assessed including: (**A**) inflammation (**B**) cancer progression (**C**) innate immunity (**D**) adaptive immunity (**E**) adhesion (**F**) Macrophage cell functions. The * symbol above the HDE bars represents significance against all saline-treated conditions within each respective NNK-group; (*** *p* < 0.001; **** *p* < 0.0001).

**Figure 9:**
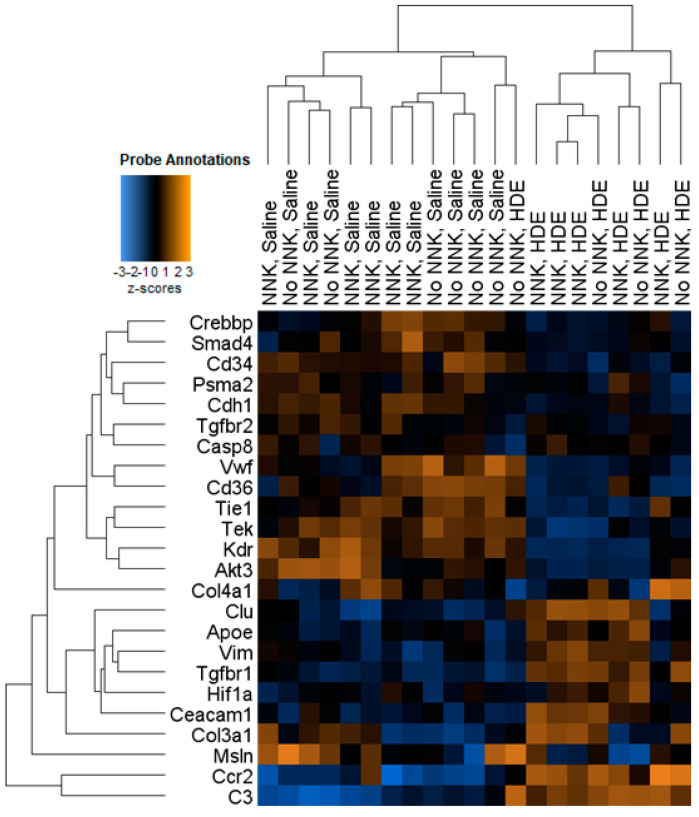
Heat map showing hierarchal clustering of cancer progression-related genes and expression changes for the 21 HDE and saline murine lung samples used in NanoString analysis.

**Figure 10:**
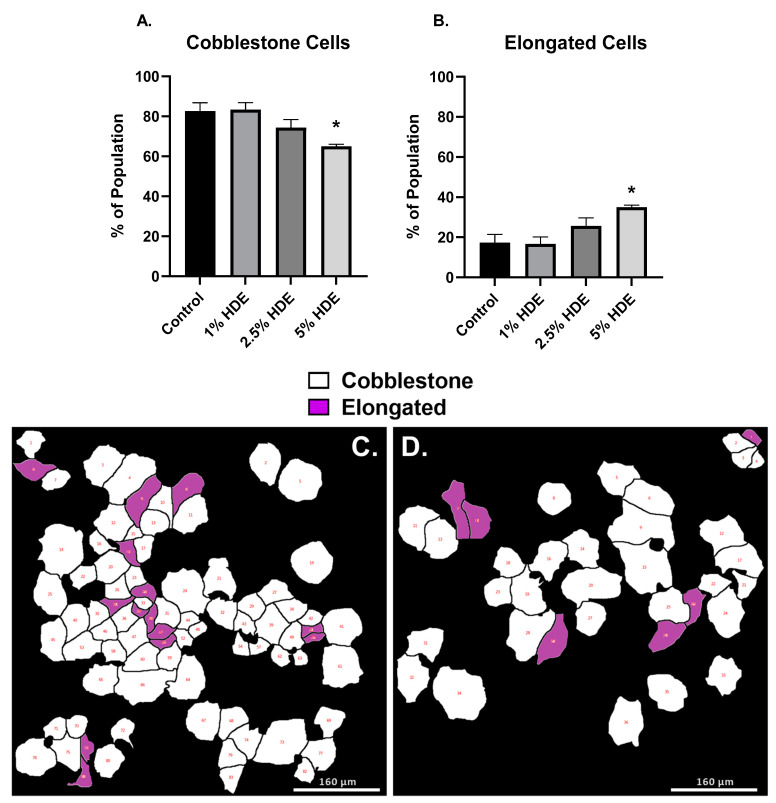

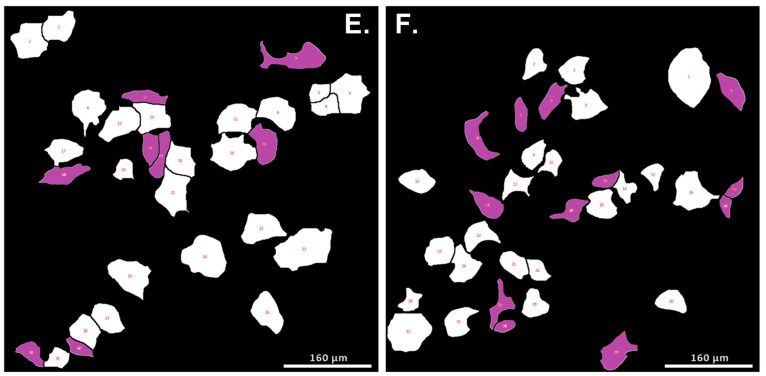
A549 cell morphological changes 48 h after treatment with HDE. One-way ANOVA was performed to assess significance for cobblestone (**A**) or elongated (**B**) cell morphology counts following 48 h of treatment with HDE. Changes in cell phenotype was determined using bioinformatic image processing software in A549 cells treated with either the 0% HDE-control group (**C**), 1% HDE (**D**), 2.5% HDE (**E**), or 5% HDE (**F**); (* *p* < 0.05).

**Figure 11:**
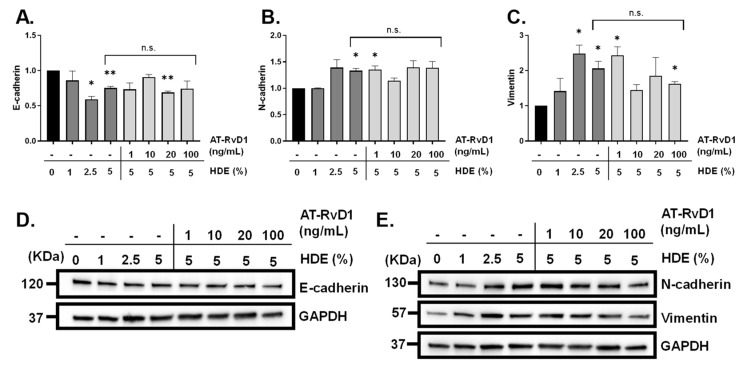
Detection of EMT markers via western blot following A549 cell treatment with HDE and AT-RvD1. Changes in protein expression of the tight junction proteins (**A**,**D**) E-cadherin (120 KDa) and (**B**,**E**) N-cadherin (130 KDa), and mesenchymal cell marker (**C**,**E**) vimentin (57 KDa). One-sample t-tests were performed relative to the 0% HDE control groups; (* *p* < 0.05; ** *p* < 0.01). Uncropped blots of Figure 11 can be found in the Figure S6.

**Table 1:** Lung Tumor Incidence and Multiplicity in A/J Mice Treated with NNK, Swine Dust Extract, and AT-RvD1.

Experimental Group	% of Mice with Lung Tumor ^a^	Lung Tumor/ Mouse ± SE ^a^	Confidence Interval (95%)
Saline Only	0	0	(0.00–0.00)
Saline + AT-RvD1	0	0	(0.00–0.00)
HDE Only	20	0.20 + 0.13	(0.00–0.50)
HDE + AT-RvD1	0	0	(0.00–0.00)
Saline + NNK	100	2.38 ± 0.46	(1.29–3.46)
Saline + NNK + AT-RvD1	100	3.57 ± 0.57	(2.17–4.97)
HDE + NNK	100	5.33 ± 1.18	(2.62–8.054)
HDE + NNK + AT-RvD1	100	6.33 ± 1.15	(3.39–9.28)

^a^ Assessed through macroscopic and microscopic examination for lung adenomas.

**Table 2:** Dust-induced Differentially Expressed Genes (*p* < 0.05) Related to Immune Cell Interactions. Arrow direction under fold change indicates up or down regulation.

Gene Symbol	Fold Change (HDE vs. Saline)
CCL6	4.43 ↑
CCL9	3.37 ↑
CCR2	2.30 ↑
CD14	3.03 ↑
CD68	2.44 ↑
CD84	3.08 ↑
CHIL3	10.9 ↑
CLEC7a	3.95 ↑
CSF1R	1.23 ↑
CXCR4	1.18 ↑
FPR2	1.81 ↑
IL13Ra1	1.35 ↑
JAK2	1.21 ↑
LCN2	4.26 ↑
MRC1	1.79 ↑
STAT1	1.25 ↓
TLR4	1.35 ↑

**Table 3:** Differential Expression of Cancer Progression Related Genes (*p* < 0.05) in HDE-exposed Mice. Arrow direction in the fold change column indicates up or down regulation.

Gene Symbol	Fold Change (HDE vs. Saline)
CD274	1.87 ↑
CD9	1.14 ↑
CDH1	1.12 ↓
FN1	1.44 ↑
KDR	1.63 ↓
LAMP1	1.24 ↑
MUC1	1.40 ↑
TGFB1	1.38 ↑
TGFBR1	1.63 ↑
VEGFA	1.68 ↓
VIM	1.42 ↑

**Table 4:** Differential Expression of Genes (*p* < 0.05) in HDE vs. HDE + NNK-exposed Mice. Arrow direction in the fold change column indicates up or down regulation.

Gene Symbol	Fold Change (HDE vs. HDE + NNK)
C7	1.40 ↓
ITGA6	1.31 ↑
IRF2	1.20 ↓

## Data Availability

Raw NanoString data are deposited at in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE200451 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200451, accessed on 29 December 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers14081900/s1: Figure S1: Mice initial and final weights following 24 weeks of chronic exposure; Figure S2: Representative image of BALF immune cell differential analyses; Figure S3: Images of left and right lung tissues with adenomas; Figure S4: Murine lung tissue histopathology at the conclusion of 24-weeks of chronic HDE exposure; Figure S5: Ki-67 immunohistochemistry staining of FFPE lung tissues; Figure S6: Uncropped blots of Figure 11.

## References

[1] Hanahan D., Weinberg R.A. (2011). Hallmarks of Cancer: The Next Generation. Cell.

[2] Raposo T.P., Beirão B.C.B., Pang L.Y., Queiroga F.L., Argyle D.J. (2015). Inflammation and cancer: Till death tears them apart. Vet. J..

[3] Boissy R.J., Romberger D.J., Roughead W.A., Weissenburger-Moser L., Poole J.A., LeVan T.D. (2014). Shotgun pyrosequencing metagenomic analyses of dusts from swine confinement and grain facilities. PLoS ONE.

[4] Romberger D.J., Bodlak V., Essen S.G.V., Mathisen T., Wyatt T.A. (2002). Hog barn dust extract stimulates IL-8 and IL-6 release in human bronchial epithelial cells via PKC activation. J. Appl. Physiol..

[5] Romberger D.J., Heires A.J., Nordgren T.M., Souder C.P., West W., Liu X.-d., Poole J.A., Toews M.L., Wyatt T.A. (2015). Proteases in agricultural dust induce lung inflammation through PAR-1 and PAR-2 activation. Am. J. Physiol. Lung Cell. Mol. Physiol..

[6] Liebers V., Brüning T., Raulf-Heimsoth M. (2006). Occupational endotoxin-exposure and possible health effects on humans (review). Am. J. Ind. Med..

[7] Lundin J.I., Checkoway H. (2009). Endotoxin and cancer. Env. Health Perspect.

[8] Mastrangelo G., Marzia V., Marcer G. (1996). Reduced lung cancer mortality in dairy farmers: Is endotoxin exposure the key factor?. Am. J. Ind. Med..

[9] Peters S., Kromhout H., Olsson A.C., Wichmann H.-E., Brüske I., Consonni D., Landi M.T., Caporaso N., Siemiatycki J., Richiardi L. (2012). Occupational exposure to organic dust increases lung cancer risk in the general population. Thorax.

[10] Nordgren T.M., Heires A.J., Bailey K.L., Katafiasz D.M., Toews M.L., Wichman C.S., Romberger D.J. (2018). Docosahexaenoic acid enhances amphiregulin-mediated bronchial epithelial cell repair processes following organic dust exposure. Am. J. Physiol. Lung Cell Mol. Physiol..

[11] Poole J.A., Wyatt T.A., Oldenburg P.J., Elliott M.K., West W.W., Sisson J.H., Von Essen S.G., Romberger D.J. (2009). Intranasal organic dust exposure-induced airway adaptation response marked by persistent lung inflammation and pathology in mice. Am. J. Physiol. Lung Cell Mol. Physiol..

[12] Salerno C., Sacco S., Panella M., Berchialla P., Vanhaecht K., Palin L.A. (2014). Cancer risk among farmers in the Province of Vercelli (Italy) from 2002 to 2005: An ecological study. Ann. Ig.

[13] Bailey K.L., Meza J.L., Smith L.M., Von Essen S.G., Romberger D.J. (2007). Agricultural exposures in patients with COPD in health systems serving rural areas. J. Agromedicine.

[14] Guillien A., Puyraveau M., Soumagne T., Guillot S., Rannou F., Marquette D., Berger P., Jouneau S., Monnet E., Mauny F. (2016). Prevalence and risk factors for COPD in farmers: A cross-sectional controlled study. Eur. Respir. J..

[15] Nordgren T.M., Bailey K.L. (2016). Pulmonary health effects of agriculture. Curr. Opin. Pulm. Med..

[16] Mitchell D.C., Schenker M.B. (2008). Protection against breathing dust: Behavior over time in Californian farmers. J. Agric. Saf. Health.

[17] Schenker M.B., Orenstein M.R., Samuels S.J. (2002). Use of protective equipment among California farmers. Am. J. Ind. Med..

[18] Von Essen S., Fryzek J., Nowakowski B., Wampler M. (1999). Respiratory symptoms and farming practices in farmers associated with an acute febrile illness after organic dust exposure. Chest.

[19] Levy B.D., Serhan C.N. (2014). Resolution of acute inflammation in the lung. Annu. Rev. Physiol..

[20] Moldoveanu B., Otmishi P., Jani P., Walker J., Sarmiento X., Guardiola J., Saad M., Yu J. (2009). Inflammatory mechanisms in the lung. J. Inflamm. Res..

[21] Serhan C.N., Savill J. (2005). Resolution of inflammation: The beginning programs the end. Nat. Immunol..

[22] Serhan C.N., Chiang N., Van Dyke T.E. (2008). Resolving inflammation: Dual anti-inflammatory and pro-resolution lipid mediators. Nat. Rev. Immunol..

[23] Buckley C.D., Gilroy D.W., Serhan C.N. (2014). Proresolving lipid mediators and mechanisms in the resolution of acute inflammation. Immunity.

[24] Levy B.D., Clish C.B., Schmidt B., Gronert K., Serhan C.N. (2001). Lipid mediator class switching during acute inflammation: Signals in resolution. Nat. Immunol..

[25] Serhan C.N. (2014). Pro-resolving lipid mediators are leads for resolution physiology. Nature.

[26] Serhan C.N., Petasis N.A. (2011). Resolvins and protectins in inflammation resolution. Chem. Rev..

[27] Serhan C.N., Yang R., Martinod K., Kasuga K., Pillai P.S., Porter T.F., Oh S.F., Spite M. (2009). Maresins: Novel macrophage mediators with potent antiinflammatory and proresolving actions. J. Exp. Med..

[28] Gilligan M.M., Gartung A., Sulciner M.L., Norris P.C., Sukhatme V.P., Bielenberg D.R., Huang S., Kieran M.W., Serhan C.N., Panigrahy D. (2019). Aspirin-triggered proresolving mediators stimulate resolution in cancer. Proc. Natl. Acad. Sci. USA.

[29] Hsiao H.-M., Thatcher T.H., Colas R.A., Serhan C.N., Phipps R.P., Sime P.J. (2015). Resolvin D1 Reduces Emphysema and Chronic Inflammation. Am. J. Pathol..

[30] Posso S.V., Quesnot N., Moraes J.A., Brito-Gitirana L., Kennedy-Feitosa E., Barroso M.V., Porto L.C., Lanzetti M., Valença S.S. (2018). AT-RVD1 repairs mouse lung after cigarette smoke-induced emphysema via downregulation of oxidative stress by NRF2/KEAP1 pathway. Int. Immunopharmacol..

[31] Dominguez E.C., Heires A.J., Pavlik J., Larsen T.D., Guardado S., Sisson J.H., Baack M.L., Romberger D.J., Nordgren T.M. (2020). A High Docosahexaenoic Acid Diet Alters the Lung Inflammatory Response to Acute Dust Exposure. Nutrients.

[32] Ulu A., Burr A., Heires A.J., Pavlik J., Larsen T., Perez P.A., Bravo C., DiPatrizio N.V., Baack M., Romberger D.J. (2021). A high docosahexaenoic acid diet alters lung inflammation and recovery following repetitive exposure to aqueous organic dust extracts. J. Nutr. Biochem..

[33] Mernitz H., Lian F., Smith D.E., Meydani S.N., Wang X.-D. (2009). Fish Oil Supplementation Inhibits NNK-Induced Lung Carcinogenesis in the A/J Mouse. Nutr. Cancer.

[34] Nordgren T.M., Bauer C.D., Heires A.J., Poole J.A., Wyatt T.A., West W.W., Romberger D.J. (2015). Maresin-1 reduces airway inflammation associated with acute and repetitive exposures to organic dust. Transl. Res..

[35] Poole J.A., Alexis N.E., Parks C., MacInnes A.K., Gentry-Nielsen M.J., Fey P.D., Larsson L., Allen-Gipson D., Von Essen S.G., Romberger D.J. (2008). Repetitive organic dust exposure in vitro impairs macrophage differentiation and function. J. Allergy Clin. Immunol..

[36] Hecht S.S. (1998). Biochemistry, Biology, and Carcinogenicity of Tobacco-Specific N-Nitrosamines. Chem. Res. Toxicol..

[37] Hecht S.S., Chen C.-h.B., Hirota N., Ornaf R.M., Tso T.C., Hoffmann D. (1978). Tobacco-Specific Nitrosamines: Formation From Nicotine In Vitro and During Tobacco Curing and Carcinogenicity in Strain A Mice23. JNCI: J. Natl. Cancer Inst..

[38] Ashcroft T., Simpson J.M., Timbrell V. (1988). Simple method of estimating severity of pulmonary fibrosis on a numerical scale. J. Clin. Pathol..

[39] Hübner R.-H., Gitter W., Eddine El Mokhtari N., Mathiak M., Both M., Bolte H., Freitag-Wolf S., Bewig B. (2008). Standardized quantification of pulmonary fibrosis in histological samples. BioTechniques.

[40] Sun Y.-P., Oh S.F., Uddin J., Yang R., Gotlinger K., Campbell E., Colgan S.P., Petasis N.A., Serhan C.N. (2007). Resolvin D1 and its aspirin-triggered 17R epimer stereochemical assignments, anti-inflammatory properties, and enzymatic inactivation. J. Biol. Chem..

[41] Hsiao H.-M., Sapinoro R.E., Thatcher T.H., Croasdell A., Levy E.P., Fulton R.A., Olsen K.C., Pollock S.J., Serhan C.N., Phipps R.P. (2013). A novel anti-inflammatory and pro-resolving role for resolvin D1 in acute cigarette smoke-induced lung inflammation. PLoS ONE.

[42] Strassburg K., Huijbrechts A.M.L., Kortekaas K.A., Lindeman J.H., Pedersen T.L., Dane A., Berger R., Brenkman A., Hankemeier T., van Duynhoven J. (2012). Quantitative profiling of oxylipins through comprehensive LC-MS/MS analysis: Application in cardiac surgery. Anal. Bioanal. Chem..

[43] Nordgren T.M., Heires A.J., Wyatt T.A., Poole J.A., LeVan T.D., Cerutis D.R., Romberger D.J. (2013). Maresin-1 reduces the pro-inflammatory response of bronchial epithelial cells to organic dust. Respir. Res..

[44] Zahedi A., Phandthong R., Chaili A., Remark G., Talbot P. (2018). Epithelial-to-mesenchymal transition of A549 lung cancer cells exposed to electronic cigarettes. Lung Cancer.

[45] Liu Y., Yuan X., Li W., Cao Q., Shu Y. (2016). Aspirin-triggered resolvin D1 inhibits TGF-β1-induced EMT through the inhibition of the mTOR pathway by reducing the expression of PKM2 and is closely linked to oxidative stress. Int. J. Mol. Med..

[46] Carpenter A.E., Jones T.R., Lamprecht M.R., Clarke C., Kang I.H., Friman O., Guertin D.A., Chang J.H., Lindquist R.A., Moffat J. (2006). CellProfiler: Image analysis software for identifying and quantifying cell phenotypes. Genome Biol..

[47] Nordgren T.M., Friemel T.D., Heires A.J., Poole J.A., Wyatt T.A., Romberger D.J. (2014). The Omega-3 Fatty Acid Docosahexaenoic Acid Attenuates Organic Dust-Induced Airway Inflammation. Nutrients.

[48] Bailey K.L., Poole J.A., Mathisen T.L., Wyatt T.A., Von Essen S.G., Romberger D.J. (2008). Toll-like receptor 2 is upregulated by hog confinement dust in an IL-6-dependent manner in the airway epithelium. Am. J. Physiol. Lung Cell Mol. Physiol..

[49] Tanaka T., Narazaki M., Kishimoto T. (2014). IL-6 in inflammation, immunity, and disease. Cold Spring Harb. Perspect. Biol..

[50] Iyer S.S., Cheng G. (2012). Role of interleukin 10 transcriptional regulation in inflammation and autoimmune disease. Crit. Rev. Immunol..

[51] Ramirez H., Patel S.B., Pastar I. (2014). The role of TGFβ signaling in wound epithelialization. Adv. Wound Care.

[52] Linaker C., Smedley J. (2002). Respiratory illness in agricultural workers. Occup. Med..

[53] Von Essen S., Romberger D. (2003). The respiratory inflammatory response to the swine confinement building environment: The adaptation to respiratory exposures in the chronically exposed worker. J. Agric. Saf. Health.

[54] Mehrad B., Burdick M.D., Strieter R.M. (2009). Fibrocyte CXCR4 regulation as a therapeutic target in pulmonary fibrosis. Int. J. Biochem. Cell Biol..

[55] Phillips R.J., Burdick M.D., Hong K., Lutz M.A., Murray L.A., Xue Y.Y., Belperio J.A., Keane M.P., Strieter R.M. (2004). Circulating fibrocytes traffic to the lungs in response to CXCL12 and mediate fibrosis. J. Clin. Invest..

[56] Strieter R.M., Keeley E.C., Hughes M.A., Burdick M.D., Mehrad B. (2009). The role of circulating mesenchymal progenitor cells (fibrocytes) in the pathogenesis of pulmonary fibrosis. J. Leukoc. Biol..

[57] Kato K., Chang E.H., Chen Y., Lu W., Kim M.M., Niihori M., Hecker L., Kim K.C. (2020). MUC1 contributes to goblet cell metaplasia and MUC5AC expression in response to cigarette smoke in vivo. Am. J. Physiol. Lung Cell. Mol. Physiol..

[58] Lange J.H. (2000). Reduced cancer rates in agricultural workers: A benefit of environmental and occupational endotoxin exposure. Med. Hypotheses.

[59] Liebers V., Raulf-Heimsoth M., Bruning T. (2008). Health effects due to endotoxin inhalation (review). Arch. Toxicol..

[60] Ben Khedher S., Neri M., Guida F., Matrat M., Cenée S., Sanchez M., Menvielle G., Molinié F., Luce D., Stücker I. (2017). Occupational exposure to endotoxins and lung cancer risk: Results of the ICARE Study. Occup. Environ. Med..

[61] Torre L.A., Siegel R.L., Jemal A., Ahmad A., Gadgeel S. (2016). Lung Cancer Statistics. Lung Cancer and Personalized Medicine: Current Knowledge and Therapies.

[62] Vannitamby A., Saad M.I., Aloe C., Wang H., Kumar B., Vlahos R., Selemidis S., Irving L., Steinfort D., Jenkins B.J. (2021). Aspirin-Triggered Resolvin D1 Reduces Proliferation and the Neutrophil to Lymphocyte Ratio in a Mutant KRAS-Driven Lung Adenocarcinoma Model. Cancers Basel.

[63] Finetti F., Travelli C., Ercoli J., Colombo G., Buoso E., Trabalzini L. (2020). Prostaglandin E2 and Cancer: Insight into Tumor Progression and Immunity. Biol. Basel.

[64] Wang D., DuBois R.N. (2010). Eicosanoids and cancer. Nat. Rev. Cancer.

[65] Nakanishi M., Rosenberg D.W. (2013). Multifaceted roles of PGE2 in inflammation and cancer. Semin. Immunopathol..

[66] Levy B. (2012). Resolvin D1 and Resolvin E1 Promote the Resolution of Allergic Airway Inflammation via Shared and Distinct Molecular Counter-Regulatory Pathways. Front. Immunol..

[67] Serhan C.N., Krishnamoorthy S., Recchiuti A., Chiang N. (2011). Novel anti-inflammatory--pro-resolving mediators and their receptors. Curr. Top. Med. Chem..

[68] Mantovani A., Biswas S.K., Galdiero M.R., Sica A., Locati M. (2013). Macrophage plasticity and polarization in tissue repair and remodelling. J. Pathol..

[69] Murthy S., Larson-Casey J.L., Ryan A.J., He C., Kobzik L., Carter A.B. (2015). Alternative activation of macrophages and pulmonary fibrosis are modulated by scavenger receptor, macrophage receptor with collagenous structure. FASEB J..

[70] Sun L., Louie M.C., Vannella K.M., Wilke C.A., LeVine A.M., Moore B.B., Shanley T.P. (2011). New concepts of IL-10-induced lung fibrosis: Fibrocyte recruitment and M2 activation in a CCL2/CCR2 axis. Am. J. Physiol. Lung Cell. Mol. Physiol..

[71] Saraiva M., O’Garra A. (2010). The regulation of IL-10 production by immune cells. Nat. Rev. Immunol..

[72] Makita N., Hizukuri Y., Yamashiro K., Murakawa M., Hayashi Y. (2014). IL-10 enhances the phenotype of M2 macrophages induced by IL-4 and confers the ability to increase eosinophil migration. Int. Immunol..

[73] Moore B.B., Kolodsick J.E., Thannickal V.J., Cooke K., Moore T.A., Hogaboam C., Wilke C.A., Toews G.B. (2005). CCR2-mediated recruitment of fibrocytes to the alveolar space after fibrotic injury. Am. J. Pathol..

[74] He H.-Q., Ye R.D. (2017). The Formyl Peptide Receptors: Diversity of Ligands and Mechanism for Recognition. Molecules.

[75] Pirault J., Bäck M. (2018). Lipoxin and Resolvin Receptors Transducing the Resolution of Inflammation in Cardiovascular Disease. Front. Pharmacol..

[76] Hao Q., Vadgama J.V., Wang P. (2020). CCL2/CCR2 signaling in cancer pathogenesis. Cell Commun. Signal..

[77] Yu T., Gan S., Zhu Q., Dai D., Li N., Wang H., Chen X., Hou D., Wang Y., Pan Q. (2019). Modulation of M2 macrophage polarization by the crosstalk between Stat6 and Trim24. Nat. Commun..

[78] Hanahan D., Weinberg R.A. (2000). The Hallmarks of Cancer. Cell.

[79] Brabletz T., Kalluri R., Nieto M.A., Weinberg R.A. (2018). EMT in cancer. Nat. Rev. Cancer.

[80] Loh C.-Y., Chai J.Y., Tang T.F., Wong W.F., Sethi G., Shanmugam M.K., Chong P.P., Looi C.Y. (2019). The E-Cadherin and N-Cadherin Switch in Epithelial-to-Mesenchymal Transition: Signaling, Therapeutic Implications, and Challenges. Cells.

[81] Li B., Shen W., Peng H., Li Y., Chen F., Zheng L., Xu J., Jia L. (2019). Fibronectin 1 promotes melanoma proliferation and metastasis by inhibiting apoptosis and regulating EMT. Onco Targets.

[82] Lee H.J., Park M.K., Lee E.J., Lee C.H. (2013). Resolvin D1 inhibits TGF-β1-induced epithelial mesenchymal transition of A549 lung cancer cells via lipoxin A4 receptor/formyl peptide receptor 2 and GPR32. Int. J. Biochem. Cell Biol..

# Supplementary material for: Aspirin-Triggered Resolvin D1 Reduces Chronic Dust-Induced Lung Pathology without Altering Susceptibility to Dust-Enhanced Carcinogenesis
**Source:** Cancers (Basel). 2022 Apr 9;14(8):1900. doi: 10.3390/cancers14081900
**Supplement:** Supplementary file 1

Supplementary Data

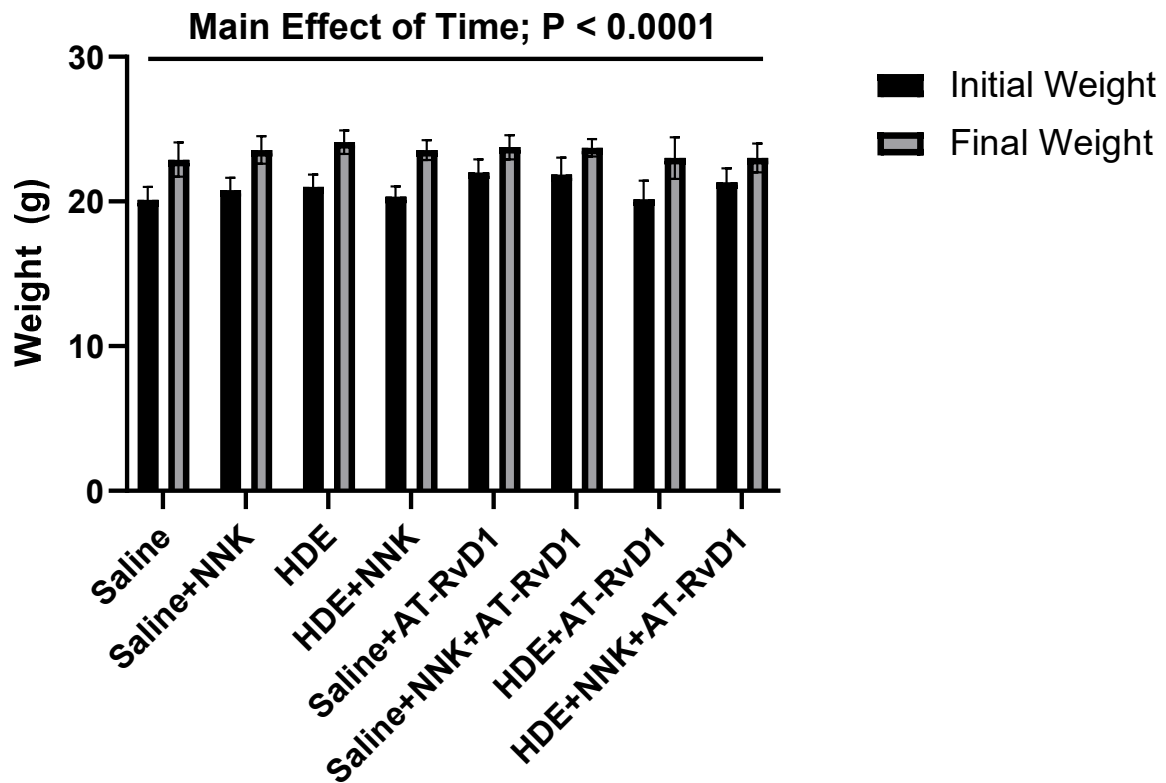

Figure S1. Mice initial and final weights following 24-weeks of chronic exposure. Two-way ANOVA identified a significant main effect of time ($p < 0.0001$) for weight gain in all experimental groups over the 24-week exposure period with HDE, NNK, or AT-RvD1 administration having no impact.

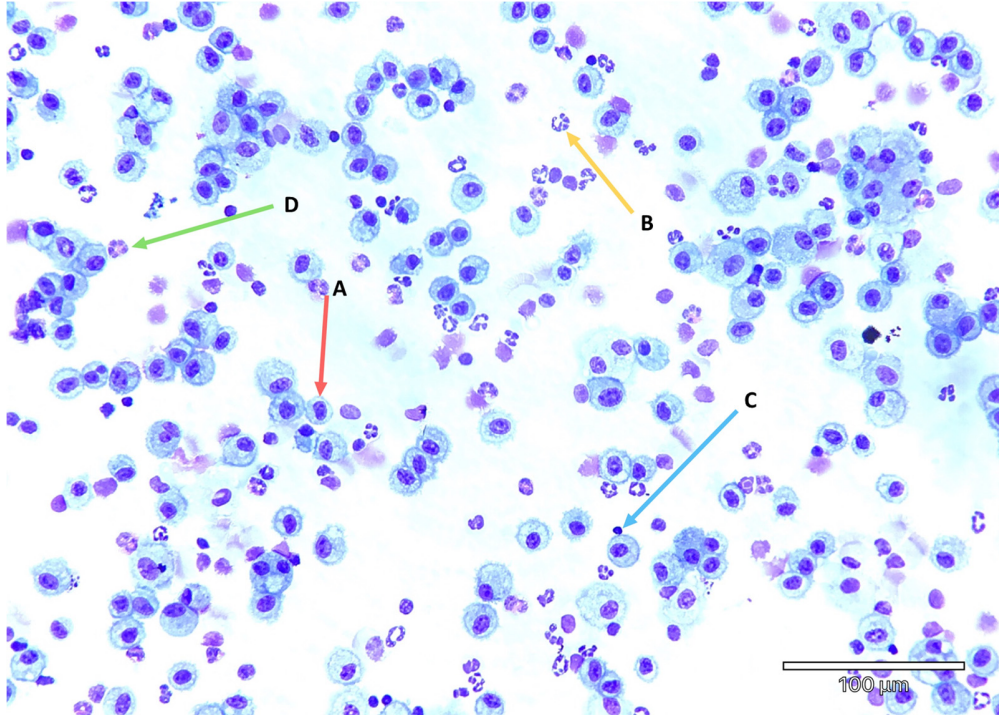

Figure S2. Representative image of BALF immune cell differential analyses. Differential analyses allowed for distinction of immune cells recruited including (A) macrophages, (B) neutrophils, (C) lymphocytes, (D) eosinophils.

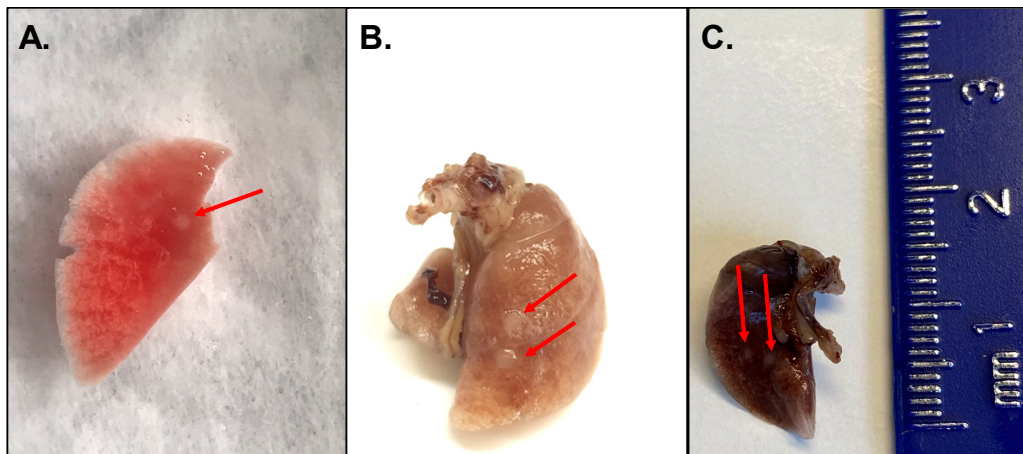

Figure S3. Images of left and right lung tissues with adenomas. (A) Left lung tissue from saline+NNK-exposed mouse that was used for NanoString analyses and oxylipin analysis (B-C) Right HDE+NNK-exposed mouse lung inflated with formalin and used for histopathological analyses. Red arrows point to lung adenomas on the lung tissues.

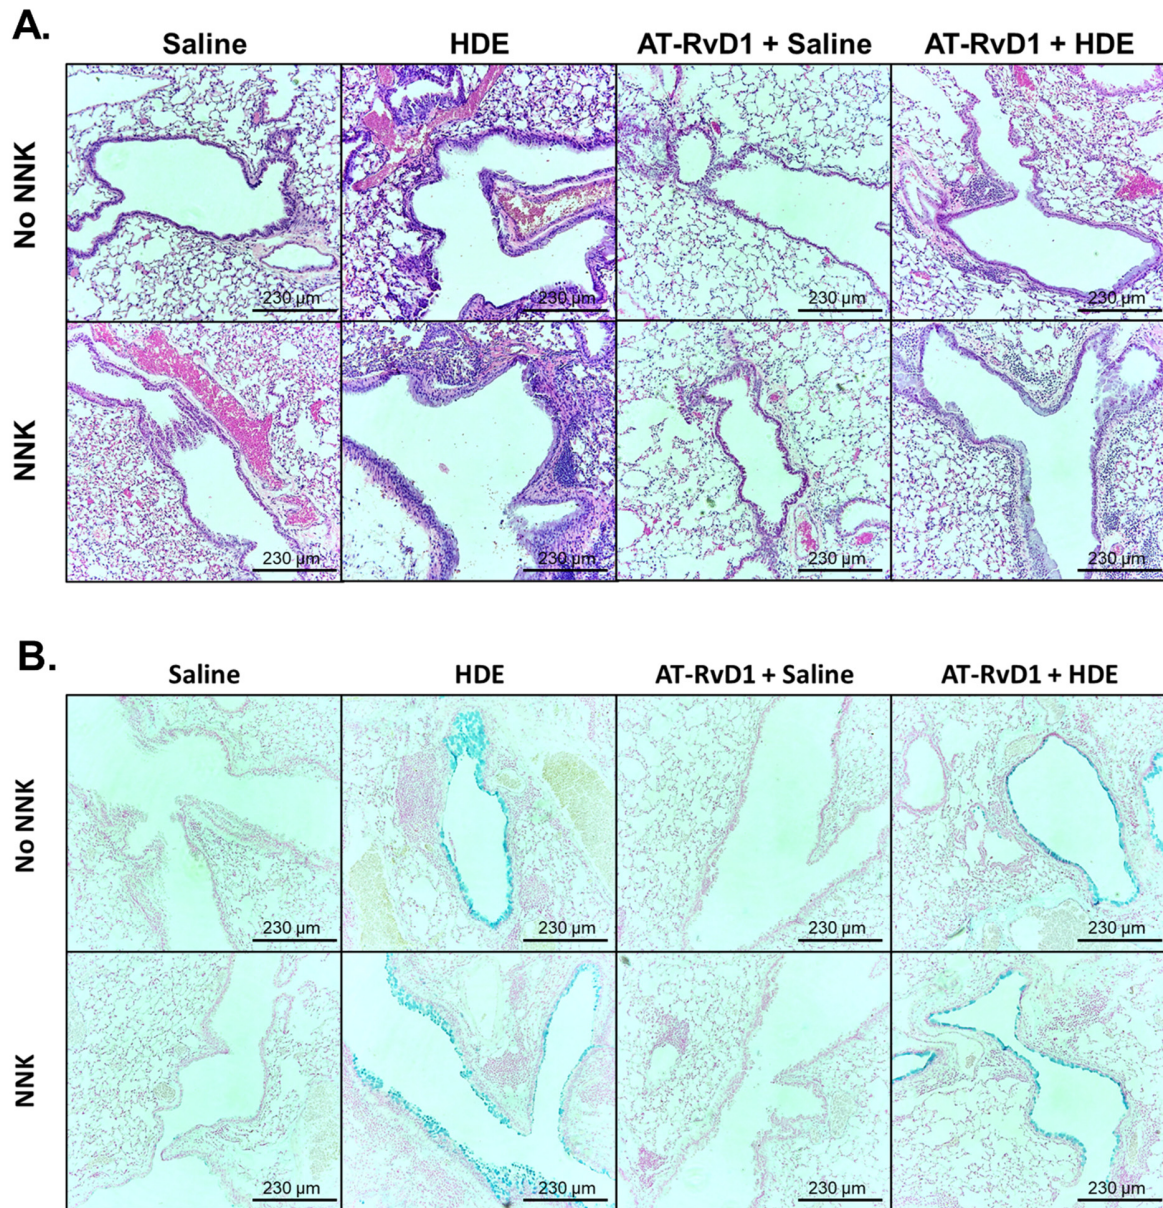

Figure S4. Murine lung tissue histopathology at the conclusion of 24-weeks of chronic HDE exposure. H&E staining was used to assess changes in (A) bronchial/vascular inflammation while Alcian Blue staining was used to assess (B) goblet cell hyperplasia. There was a significant ($p < 0.0001$) main effect of HDE for each of these pathological outcomes. All images were taken using a 10x objective.

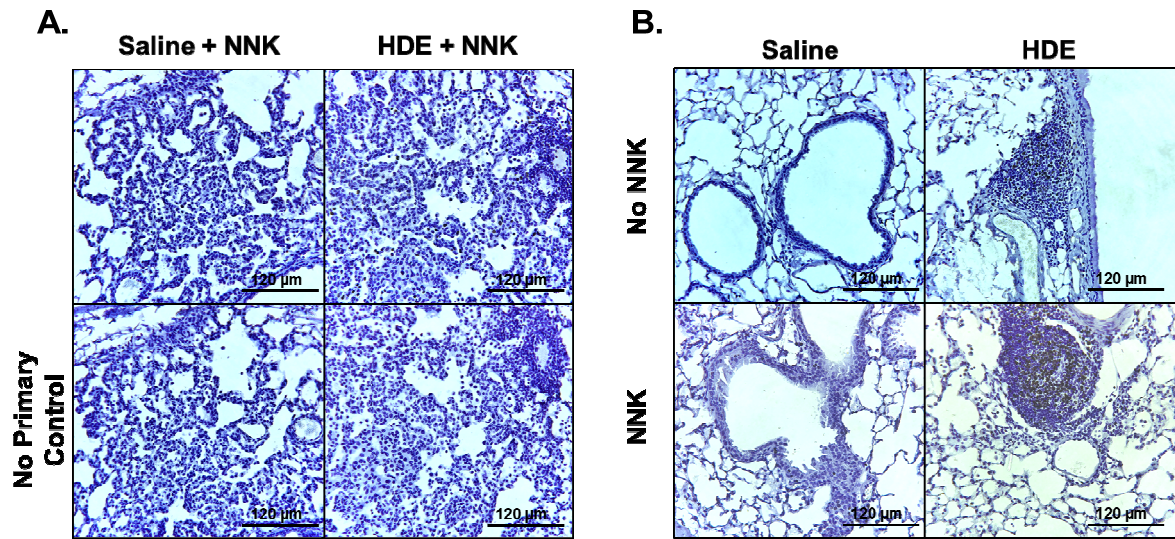

Figure S5. Ki-67 immunohistochemistry staining of FFPE lung tissues. Right lung tissues were formalin-fixed, and paraffin embedded and stained for the cell proliferation marker Ki-67. (A) Staining within lung adenomas of NNK-exposed mice showed Ki-67 expression. (B) Ki-67 expression was prominent in HDE lymphoid aggregates and along the bronchi/ bronchioles of exposed mice.

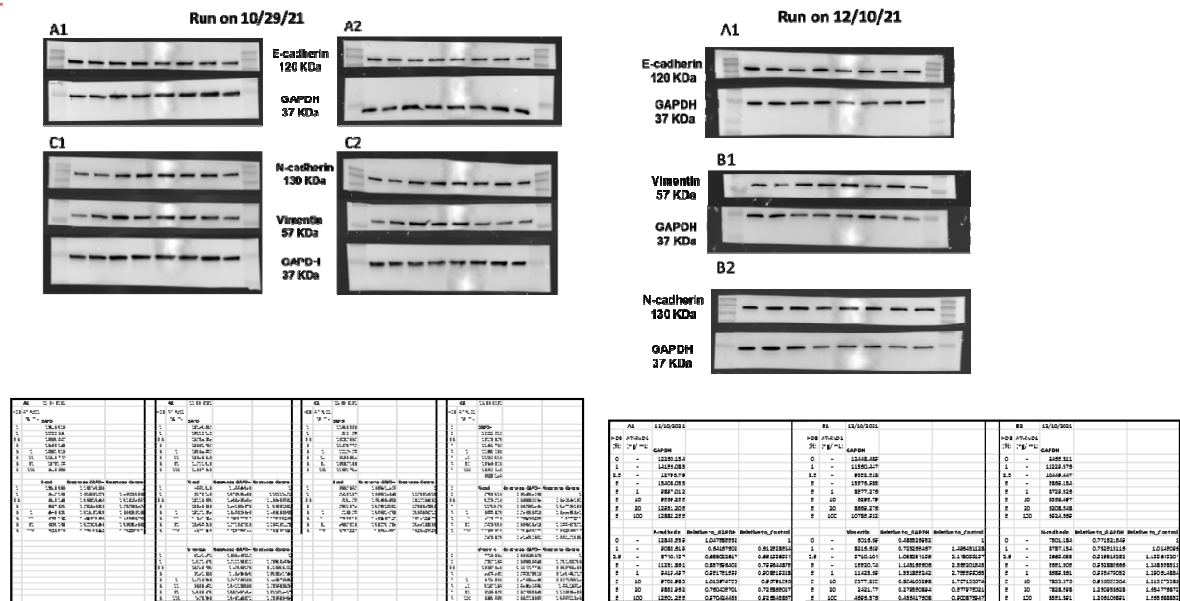

Figure S6. Whole blots (uncropped blots) and densitometry readings/intensity ratios of measured EMT markers. Following treatment with dust, cell lysates were collected from A549 cells and used to measure protein levels of the EMT-related markers E-cadherin (120 KDa), N-cadherin (130 KDa), and vimentin (57 KDa). GAPDH (37 KDa) was used as the loading control.

How the deposited data were processed for this re-analysis (not part of the article)

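Lung RNA of 21 A/J mice was counted with the NanoString mouse PanCancer Immune panel: 6 mice with saline only, 4 with HDE only, 6 with saline + NNK and 5 with HDE + NNK. According to the paper, 24 left lungs were drawn at random from mice of these 4 groups, and 21 passed its normalization. The groups of the libraries come from the submitters' labels and the paper. The number of animals per group sets the precision of every comparison, and each library is 1 animal.

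The authors hybridized 50 ng of RNA per mouse for 16 h, read it on an nCounter Sprint and processed it with nSolver 4.0. They deposited counts in 2 tables. One holds the raw counts of 784 probes, control probes included, with no scaling. The other holds the same counts with each gene value under 87 raised to 87. After sorting the 21 values of each probe and applying that floor, all 16464 values of the tables were equal, and 8289 values lay under the floor. The raw table names the group, the run and the cartridge lane of a library. The table with the floor carries sex and replicate number. Groups come in the same order in both tables. If libraries do too, run 2 held HDE libraries of males only and saline libraries of females only, so its values do not separate HDE from sex. Columns of the 2 tables were not matched by their values here, so this order was not checked library by library. The main results use the raw counts, and libraries are named here by group, run and lane.

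Counts were scaled by the geometric mean of Eef1g, Oaz1, Rpl19 and Sdha, following the paper's methods. These 4 genes were left out of the test. Of 770 genes, 388 besides these 4 had a mean raw count of at least 87, the minimum the paper states, and 218 of the 388 had at least 87 in every library. Library totals ran from 174604 to 529829 counts, and negative control probes from 2 to 40 counts, so that genes near the minimum lie close to background. Genes were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood, robust, 4 group means, Benjamini-Hochberg adjusted p under 0.05), and counts at an unadjusted p of at most 0.05, the paper's threshold, are given too. Standard errors are the log2 fold change divided by the square root of its F statistic. Of the 388 symbols, 382 were found in the mouse gene table used for names. No genome build is stated for the panel, so no coordinates are given.

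Principal components used log2 (normalized count + 1), centred by gene. Scores of gene lists were the mean over tested members of the z-score over 21 libraries, and were compared by exact permutation within NNK groups, two-sided. The software's pathway lists are not given in the sources used here, so lists of pathways, processes and cell types were written from general knowledge. This was done after the paper's tables and figures had been seen, and several lists hold genes that the paper chose on these libraries. Tests of such lists are not fully independent of the data. Of all the lists, 19 had at least 3 tested members. As sets, they were tested with fry and camera of limma 3.58.1. Fry's p asks whether genes of a list move one way on balance, and does not compare the list with other genes. Camera does, with a preset correlation of 0.01 between genes or an estimated one. By fry, 14 of the 19 lists passed for HDE against saline, by camera 12 with the preset and 0 with the estimated correlation. For HDE + NNK against HDE, 0 lists passed by fry or camera, and 0 had an unadjusted fry p under 0.05.

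The samples, tests, lists, processing alternatives and the rule for naming genes were fixed before the data were examined, when the paper's tables and figures had been seen. The rule takes every gene named in the paper's text on these data, in Tables 2 to 4 or legibly in Figs. 7 and 9, the 10 largest rises and 10 largest falls that passed and moved the same way without and with NNK, in other comparisons the 5 smallest adjusted p that passed or else the smallest p, up to 4 members per list with the smallest adjusted p that passed, and the 4 scaling genes. Genes named outside the rule are said to be so, and some genes that the rule takes are not reported here.

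Alternatives were TMM scaling, all panel housekeeping genes, positive control scaling, background subtraction, other count minimums, DESeq2 1.42.0, limma on the deposited values without scaling, sex or replicate number as a term (on the counts with the floor of 87, which carry them), a model of the HDE groups alone, a pseudocount of 20, and leaving out each library. The run as a term, each run alone, the floor of 87 with edgeR and the fit without 2 doubted libraries were added after seeing the data. The tests were first run on simulated counts with the libraries' means and depths. Changes of 1.25, 1.5, 2 and 4-fold in 200 of 388 genes were recovered in 60, 92, 100 and 100% of cases for HDE against saline and in 30, 70, 90 and 100% for HDE + NNK against HDE. Genes were simulated independently of each other and without a run effect. With fewer changed genes the adjustment is stricter, so these shares do not tell which changes the NNK comparison could have missed. In 1 simulation, 2 of 8 lists without raised members were called by fry, and over 20 further simulations without changes 5% of 380 list tests had p under 0.05. No pair of libraries was identical. The lowest chi-square per gene over 46 pairs within groups was 5.90. Protein interactions were not analysed here, since they need an outside database.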

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

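The tests of a swap and of low counts, of the scaling of the endothelial genes and of the scaling genes were chosen after the results had been seen, and the limits by which low counts and the scaling genes were judged were changed after their values had been seen.

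The HDE only library of run 2 lane 12 lay nearest to saline on the first component, at -0.564, apart from the other 3 HDE only libraries. A swap with a saline library is argued against, since 0 of the 12 saline libraries scored above the lowest of the other 8 HDE libraries. Low counts as the whole cause are argued against by 1 other library, HDE only run 1 lane 12, which had fewer housekeeping counts (496 against 703) and a score of 10.6, but low counts as a part of it stay open, since the median log2 ratio to saline was 0.11 over the 167 genes that were higher without run 2 lane 12 (0.56 to 0.86 in the other 8 HDE libraries) and 0.31 over the 37 of them with at least 400 counts in it (0.35 to 0.75). A wrong label cannot be told apart from a weak response, because run 2 lane 12 exceeded all saline libraries in 27.5% of these 167 genes (67.3 to 93.4% in the other HDE libraries, each over the genes higher without it, 30.5% for the highest saline library over the other 11, 7.69% by chance). A mouse that responded less stays open, as untested.

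All 14 endothelial genes tested were lower in HDE-exposed lungs, with a median log2 fold change of -0.46 (adjusted p = 3.8e-05 by fry and 0.17 with an estimated correlation). A rise of the 4 scaling genes alone as the whole cause is argued against, since it would put the 15 other housekeeping genes as low, and the 95% interval of their median began at -0.129, above that of the endothelial median (-0.64 to -0.33), both across genes, which are not independent. A smaller share of all structural lung cells would lower epithelial genes alike. As the whole cause it is argued against by the epithelial median of -0.05, 0.40 above the endothelial one (exact permutation across genes, p = 0.00035). These genes are not independent either, and this p measures no spread between mice. After TMM scaling the epithelial median was -0.23 (3 of 8 lower, 2 higher) and the endothelial one -0.65, so such a share as a part of the cause stays open. A rise of all housekeeping genes together and dilution by incoming leukocytes combined with a rise of epithelial transcripts stay open. A loss of vessel cells or of their transcripts with HDE is a further candidate explanation, a hypothesis found on the same libraries.

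The share of higher genes among those changed ran from 28.4% to 89.9% with the scaling, the count minimum or the run. A change of the 4 scaling genes with HDE cannot be told apart from a broad rise of immune genes. The median log2 fold change of the 15 other housekeeping genes tested was 0.043, which met the limit written for unchanged scaling genes (within 0.1 of 0), but this limit was set aside because the 95% interval (-0.129 to 0.227) passes it and the genes went from -0.33 for Alas1 (chosen after its values were seen) to 0.85 for Gusb, 3 of them higher and 0 lower. Against the other 3 scaling genes, Eef1g was 0.16 (unadjusted p = 0.072), Oaz1 -0.22 (0.015), Rpl19 0.08 (0.40) and Sdha -0.02 (0.86).

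Single libraries stood far from the rest of their group in 15 of 224 groups of values, where 11.2 are expected by chance (about 1 in 20). Besides the first component, they were the total gene count of saline + NNK run 2 lane 1 (524127), and normalized counts of Chil3 in saline only run 2 lane 4 (3900.1), Cd274 in HDE + NNK run 2 lane 9 (521), Kdr in saline only run 1 lane 6 (1448), Lamp1 in saline + NNK run 1 lane 5 (3752), Tgfb1 in saline only run 2 lane 3 (399.9), Vegfa in HDE only run 2 lane 11 (1172), Dll4 and Eng in HDE + NNK run 1 lane 11 (247 and 971), Tgfb2 in saline only run 2 lane 4 (102) and Ccl5 in saline + NNK run 2 lane 1 (68.6). Trem2 stood apart in HDE only run 2 lane 12 (33.5) and in saline + NNK run 1 lane 1 (69.6), and Tek in HDE only run 2 lane 12 (1405).

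The largest changes included genes that the paper does not name. The log2 fold changes of HDE over saline, all past an adjusted p of 0.05 in edgeR, were 3.79 for Ccl8, 2.86 for Ccl11, 2.20 for Trem2, 2.01 for C3ar1, 1.99 for Ctss and 1.95 for Cd200r1. They were -1.16 for Marco, -0.90 for Lyve1, -0.68 for Dll4, -0.64 for Eng, -0.62 for Tgfb2, -0.62 for Ccl5 and -0.61 for Mill2. Between males and females, with group as a term, Tlr8, a receptor of single-stranded RNA, was the 1 gene past the threshold (log2 fold change of males over females -0.90, adjusted p = 0.0054 from edgeR, on the counts with the floor of 87).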

How the results depend on the processing

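The fits with run as a term, of run 1 or run 2 alone, on the counts with the floor of 87 and without the 2 doubted libraries were chosen after the data had been seen, as was naming Alas1, Ccl17 and Ptgs2. Causes of the changes below were not tested, except that a different minimum changes the number of genes tested.

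The 192 genes changed with HDE were within 1.5 times that count under 17 of 20 alternatives, from 112 to 299, and from 174 (without HDE only run 1 lane 10) to 199 (without HDE only run 2 lane 12) when 1 library was left out. In these 21 fits 158 of the 192 were called each time and 0 changed sign. The 210 genes at an unadjusted p ran from 197 to 225, the 134 without NNK from 110 to 160, the 138 with NNK from 119 to 160, and the 8 for HDE + NNK over HDE from 2 (without HDE only run 2 lane 11) to 16 (without HDE + NNK run 2 lane 9), with 15 without HDE only run 1 lane 10, 14 without HDE + NNK run 1 lane 11 and 5 without HDE + NNK run 1 lane 7 or lane 8. HDE + NNK against HDE, saline + NNK against saline, NNK against none and the interaction gave 0 genes past the adjusted threshold under every alternative run, apart from 1 for the interaction in run 1 alone.

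Without a filter and with edgeR's own filter there were 299 genes, and 380 at an unadjusted p. Over genes with 87 counts in every sample there were 112 and 117, with 79 without NNK, 81 with NNK and 4 at an unadjusted p for HDE + NNK over HDE. The last count was 13 after background subtraction, 15 in DESeq2, 15 in run 1, 16 in run 2, 18 with the floor, 21 in the unscaled deposited values and 2 with the 2 groups alone. HDE without NNK gave 35 genes in the unscaled values and 72 in run 2, and HDE with NNK 62 in run 2. Run 2 holds 1 HDE + NNK library, which its fits assume to vary like the other groups.

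Replicate numbers are shared between groups, but 15 of 28 pairs of the same number correlated above 0.1 (-0.23 to 0.51, median 0.12 against -0.035 between other numbers) and 9 of 21 libraries correlated best with their own number. Not every pair being above 0.1, the numbers were not taken to pair the mice, although the medians leave some shared deviation open. With the replicate number as a block, 17 genes had an unadjusted p under 0.05 for HDE + NNK over HDE, against 18 with the floor alone, the values to which the numbers belong.

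The principal component difference ran from 13.1 to 14.6 with 1 library left out, and was -6.61 in the unscaled values. Scores with 1 library left out ran from 1.16 to 1.28 for inflammation, 1.07 to 1.20 for innate and 1.11 to 1.26 for adaptive immunity, 1.33 to 1.46 for macrophage functions, -0.189 to -0.0215 for cancer progression and -0.0584 to 0.0543 for adhesion, below 0 without 6 libraries (saline only run 1 lane 2 and run 2 lane 4, HDE only run 1 lanes 10 and 12, HDE + NNK run 1 lanes 7 and 11). In the unscaled values inflammation was 0.497, innate 0.257 and adaptive immunity 0.249, none past the threshold, cancer progression -0.766 and adhesion -0.585. Cancer progression was -0.484 after TMM, -0.290 with all housekeeping genes, 0.0979 over genes with 87 counts in every sample, -7.23 as a first component, 0.0317 in run 1 and -0.604 in run 2. Adhesion was -0.348, -0.190, -0.205 and -6.99 under the first 4 of these, -0.352 in run 2 and -0.00665 with run as a term. A first component is signed only to rise with the mean of the list's genes, so its values give no direction of a list.

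For lists, the mean log2 fold change of cancer progression was -0.210 after TMM, -0.214 in DESeq2 and -0.0701 with run as a term. Adhesion was -0.0392 and -0.0434, epithelial genes -0.185 and -0.190, and class I genes -0.0195 and -0.0228 after TMM and in DESeq2. In DESeq2, where lists were ranked by its Wald statistic against other genes, lymphoid aggregate chemokines (mean 0.176) and matrix and EMT genes (mean 0.0177) ranked below other genes, and interferon genes were 0.138 with no filter. Lists past the threshold numbered 12 to 17 (14 here). Of the genes named here, Casp8 was -0.0074 and -0.0036, Ptgs2 -0.047 and -0.054, Tgfbr2 -0.13 and -0.14, Col4a1 -0.090 and -0.095, and Psma2 -0.12 and -0.12 after TMM and in DESeq2, none of them past the threshold in the 4-gene scaling. Genes near 87 counts lie close to the 40 counts that negative controls reached, which limits small changes among them.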

Differences from the paper's values

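The settings with run 1, run 2 or the run as a term were chosen after the values had been seen.

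The paper reports 129 genes at p ≤ 0.05 between HDE and saline, and 210 were found here at that threshold. Under the alternatives set before the data were examined, the count was within 1.5 times the paper's only over genes with 87 counts in every sample (117). It was 240 with TMM, 223 with all housekeeping genes, 209 with positive controls, 211 after background subtraction, 380 with no filter and with edgeR's own filter, 238 with 87 counts in 4 samples, 246 with DESeq2, 215 with DESeq2 on housekeeping factors, 212 with limma, 219 in the unscaled deposited values, 200 with sex and 203 with the replicate number (both on the counts with the floor) and 213 in an additive model.

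For HDE + NNK against HDE the paper reports 3 genes, and 8 were found here at its threshold. Over genes with 87 counts in every sample there were 4, and in a model of the 2 groups alone 2, both within 1.5 times. The others gave 12 (TMM), 9 (all housekeeping genes), 8 (positive controls), 13 (background subtraction), 9 (no filter and edgeR's own filter), 10 (87 counts in 4 samples), 15 (DESeq2), 10 (DESeq2 on housekeeping factors), 8 (limma), 21 (unscaled deposited values), 9 (sex) and 17 (replicate number).

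Table 4 lists Irf2 with a fold change of 1.20 in the paper, downward. Read as the change on adding NNK, the value here in that direction is 0.841, that is, higher with NNK, and it was higher under each alternative set before the data were examined for which it was computed. C7 and Itga6 run the same way as in the paper on this reading, apart from C7 in the unscaled deposited values (log2 fold change 0.04). The table does not say which group is the baseline, and read the other way round Irf2 matches while C7 and Itga6 are opposite. None of the 3 passed the adjusted threshold here. At the paper's unadjusted one Itga6 passed (0.018), C7 passed with TMM (0.040), all housekeeping genes (0.032) and DESeq2 (0.029), and Irf2, in the opposite direction, with TMM (0.0092), all housekeeping genes (0.027), background subtraction (0.032), DESeq2 (0.0082) and DESeq2 on housekeeping factors (0.0497).

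The fold changes of Tables 2 and 3 reported here have the direction of the paper's and lie within 1 standard error of it. Of these genes, Cd9 and Cdh1, which the paper calls, did not pass here at an adjusted p under 0.05. Both passed at the paper's unadjusted threshold (0.041 and 0.043). After adjustment Cd9 passed with background subtraction (0.042), and Cdh1 with TMM (0.0016), all housekeeping genes (0.0061), DESeq2 (9.3e-05), DESeq2 on housekeeping factors (0.047) and the unscaled values (0.011).

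The paper has the cancer progression score rising and the adhesion score falling with HDE (Fig. 8), on lists of its software that are not given in the sources used here. On the lists written here the differences were -0.094 (exact permutation p = 0.61) and 0.011 (p = 0.94), with the other 4 scores rising as in the paper. Over the 11 cancer progression genes of its Table 3, chosen by the paper on these libraries and so not independent evidence, the direction was the paper's, with 7 higher and 2 lower, a median log2 fold change of 0.47 and an unadjusted p of 0.00019 upward in the rotation test (0.87 with an estimated correlation). The adhesion score fell past the threshold with TMM (-0.348). As a first component the difference was -6.99, also past the threshold. A component is signed only to rise with the mean of the list's genes, so this is not taken as a fall. The score was below 0 but not past the threshold with all housekeeping genes (-0.190), genes with 87 counts in every sample (-0.205) and the unscaled values (-0.585). The same held in 2 settings chosen after seeing the values, run 2 alone (-0.352) and the run as a term (-0.00665). Cancer progression was above 0 only over genes with 87 counts in every sample (0.0979, exact permutation p = 0.57) and, chosen after seeing the values, in run 1 alone (0.032), without passing.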

Other observations

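All hypotheses about macrophage states and all regroupings of libraries below were set before their results were seen, except that the limit by which the macrophage hypothesis was judged was changed after its value had been seen.

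Beyond the myeloid genes, genes of B cells, type 2 immunity and complement were higher in HDE-exposed lungs. All 4 B cell markers tested rose (4 when adjusted over the list alone): Ms4a1 (CD20) by 1.71 (standard error 0.22, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test), the antigen receptor chain Cd79b by 1.26 (standard error 0.17, adjusted p = 2.1e-06), the lectin Cd22 by 1.46 (standard error 0.23, adjusted p = 1.3e-05) and the tetraspanin Cd37, with adjusted p = 1.1e-06 in the rotation test and 0.21 with an estimated correlation. Of 7 genes of type 2 immunity 5 rose (5 when adjusted over the list alone), the chemokines Ccl11, Ccl8 and Ccl17 (the last chosen after its values were seen), the lectin Chil3 and the receptor chain Il13ra1, with adjusted p = 2.7e-10 and 0.14 with an estimated correlation. Ms4a1 in run 1 and run 2 was 1.81 and 1.51, Ccl11 2.95 and 2.92, and C1qb 1.10 and 0.88. Ccl8, Ccl17 and Chil3 are also on lists of macrophages. Of 18 complement genes 13 rose, 0 fell and 5 did not pass (13 and 0 when adjusted over the list alone), among them C1qa (0.97) and C1qb (1.10), parts of the first component, with adjusted p = 5.1e-08 and 0.28 with an estimated correlation. After TMM scaling 8 complement genes were higher and 2 lower. The HDE only library of run 2 lane 12 scored -0.34 for B cell, 0.03 for type 2 and 0.04 for complement genes.

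Antigen presentation genes of MHC class II rose in 5 of 8 cases with 0 lower (5 when adjusted over the list alone), with H2-DMb2, a peptide-loading chain, at 1.23 (standard error 0.16, adjusted p = 1.2e-06), H2-Aa at 0.53 (standard error 0.11, adjusted p = 0.00035) and the invariant chain Cd74 at 0.43 (standard error 0.10, adjusted p = 0.00068) from edgeR, and H2-Ea-ps at 0.77. The list had adjusted p = 0.00011 in the rotation test and 0.62 with an estimated correlation. Of 10 class I genes 2 were higher, H2-K1 at 0.44 and H2-D1 at 0.24, the call of H2-D1 being kept in 6 of the 21 fits that left out 1 library (both were below 0 in the unscaled deposited values), and 8 did not pass (1 higher when adjusted over the list alone; adjusted p = 0.18 and 0.87). Of 21 interferon response genes 1 was higher, the antiviral Ifitm1 at 0.65, 2 were lower, Ifit2 at -0.41 and the transcription factor Irf1 at -0.33, and 18 did not pass (1 and 2 when adjusted over the list alone; adjusted p = 0.63 and 0.46). After TMM scaling 1 was higher and 11 lower, and the rotation test passed downward (adjusted p = 0.00011). Of 26 endotoxin and TLR genes 11 were higher, among them the TLR4 co-receptor Ly96 at 0.88, and 15 did not pass (10 higher when adjusted over the list alone; adjusted p = 0.00024 and 0.87). After TMM scaling 7 were higher and 3 lower. Of 6 genes of lymphoid aggregates 3 were higher, including Cxcl13, which draws B cells into follicles, at 1.25 and the cytokine Ltb at 0.80, 1 was lower, Ccl21a at -0.20, and 2 did not pass (3 and 1 when adjusted over the list alone; adjusted p = 0.0097 and 0.87). Within run 1 and run 2 H2-DMb2 was 1.18 and 1.39, H2-K1 0.58 and 0.49, Ifitm1 0.72 and 0.59, Ly96 0.93 and 0.86, and Cxcl13 1.11 and 1.11. The lymphoid aggregate list had adjusted p = 0.91 in the rotation test after TMM scaling, and Ccl21a passed in 5 of 21 fits that left out 1 library. The second p of each pair is with an estimated correlation. For class I and lymphoid aggregate genes camera's direction was down and the rotation test's up. For these 5 lists the HDE only library of run 2 lane 12 scored -0.02, -1.30, -0.63, -0.79 and -0.20.

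Lists with fewer than 3 tested members had no test. Of T cell markers Cd3g was tested (0.67), of immune checkpoints Cd274, of classically activated macrophage markers Irf5 (0.80) and Ptgs2 (0.13, chosen after its values were seen, and below 0 after TMM scaling), and of eosinophil and NK cell markers none. Irf5 was 0.95 in run 1 and 0.20 in run 2.

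The hypothesis that HDE raised markers of alternatively activated macrophages more than those of classically activated ones was tested on the mean z-scores, which rose by 1.31 over 7 genes and by 0.738 over 2 genes. The difference of 0.57 had an exact permutation p of 0.094. The limit set first would have excluded the hypothesis at this p, and was set aside because a missed threshold excludes nothing and only 2 classically activated markers were tested. The hypothesis stays open.

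Relabelling the libraries 100 times (the real labels included) gave as many changed genes in 1 case, the real one, for HDE against saline (192 genes, highest other 89), its count at an unadjusted p (210, highest other 146), HDE without NNK (134, highest other 54), HDE with NNK (138, highest other 3), passing lists (14, highest other 11) and genes named by the paper (49, highest other 28). For the counts of changed genes this argues against chance, with a share of 1 in 100, the smallest that 100 relabellings can give. The relabellings did not keep runs fixed. The paper chose its genes on the same libraries, and the lists were written after its tables had been seen. The real labels were thus favored for these counts, which do not decide about chance. For HDE + NNK against HDE (0 genes, highest other 131), saline + NNK against saline (0, highest other 4), NNK against none (0, highest other 9) and the interaction (0, highest other 84), any relabelling reaches a count of 0, so that the 100 of 100 that did leave open whether chance is excluded. The 8 genes at an unadjusted p for HDE + NNK against HDE were reached by 88 relabellings (highest other 171), so chance is not excluded for them. The relabelling with 131 genes put all 3 HDE libraries of run 2 on 1 side, as did those with 81, 39 and 22, while those with 58, 37, 31 and 21 had them on both sides. These counts point to a structure of the libraries that was not traced further, and with run as a term the real comparison had 0 genes. Run itself separated 110 genes (15 higher and 95 lower in run 2). The 1 gene between males and females was reached in 2 of 100 relabellings, the real labels included (highest other 3). This is a share under 0.05, but of a count of 1 gene and without adjustment over the patterns judged in this way. Chance is therefore not excluded for it, and 13 genes had an unadjusted p under 0.05 from edgeR.

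In the NNK comparisons the smallest p from edgeR belonged to Tap1, a peptide transporter, for saline + NNK over saline, with a log2 fold change of 0.47 (adjusted p = 0.997 from edgeR). For NNK over none it belonged to Psmb9, an immunoproteasome subunit, with 0.42 (adjusted p = 0.970 from edgeR), and for the HDE by NNK interaction to Herc6, an interferon-induced ligase, with -0.48 (adjusted p = 1.00 from edgeR).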
